# Mitochondrial electron transport chain is necessary for NLRP3 inflammasome activation

**DOI:** 10.1038/s41590-022-01185-3

**Published:** 2022-04-28

**Authors:** Leah K. Billingham, Joshua S. Stoolman, Karthik Vasan, Arianne E. Rodriguez, Taylor A. Poor, Marten Szibor, Howard T. Jacobs, Colleen R. Reczek, Aida Rashidi, Peng Zhang, Jason Miska, Navdeep S. Chandel

**Keywords:** Inflammasome, Innate immunity

## Abstract

The NLRP3 inflammasome is linked to sterile and pathogen-dependent inflammation, and its dysregulation underlies many chronic diseases. Mitochondria have been implicated as regulators of the NLRP3 inflammasome through several mechanisms including generation of mitochondrial reactive oxygen species (ROS). Here, we report that mitochondrial electron transport chain (ETC) complex I, II, III and V inhibitors all prevent NLRP3 inflammasome activation. Ectopic expression of *Saccharomyces cerevisiae* NADH dehydrogenase (NDI1) or *Ciona intestinalis* alternative oxidase, which can complement the functional loss of mitochondrial complex I or III, respectively, without generation of ROS, rescued NLRP3 inflammasome activation in the absence of endogenous mitochondrial complex I or complex III function. Metabolomics revealed phosphocreatine (PCr), which can sustain ATP levels, as a common metabolite that is diminished by mitochondrial ETC inhibitors. PCr depletion decreased ATP levels and NLRP3 inflammasome activation. Thus, the mitochondrial ETC sustains NLRP3 inflammasome activation through PCr-dependent generation of ATP, but via a ROS-independent mechanism.

## Abstract (web summary)

How the mitochondrial electron transport chain (ETC) interacts with the NLRP3 inflammasome is somewhat unclear. Here the authors use individual complex inhibitors and new genetic models to show that ETC is critical in providing ATP via the phosphocreatine shuttle to activate the NLRP3 inflammasome.

## Main

The NLRP3 inflammasome is activated by viral and bacterial infections as well as noninfectious stimuli including uric acid crystals, asbestos, imiquimod, nigericin and ATP signaling through the P2X7 receptor. Aberrant NLRP3 activation is linked to development of type II diabetes, atherosclerosis, autoimmunity and neurodegenerative diseases. NLRP3 inflammasome activation occurs in macrophages primed with LPS and subsequently exposed to a second stimuli, which can be dependent on (for example, ATP, nigericin) or independent of (imiquimod) potassium (K^+^) efflux^1–3^. The NLRP3 inflammasome consists of the receptor protein NLRP3, the adapter protein ASC and the cysteine protease pro-caspase-1 (ref. ^4^). NLRP3 contains a pyrin domain (PYD), a NACHT domain and a leucine-rich repeat domain. The NLRP3 inflammasome requires ATP hydrolysis at the NACHT domain to assume an active conformation^5^. ASC contains a PYD domain and a caspase-recruitment domain (CARD). Upon activation of this inflammasome, NLRP3 and ASC oligomerize through PYD–PYD interactions, forming filamentous aggregates known as ASC specks. ASC binds, in turn, to pro-caspase-1 through CARD–CARD domain interactions. The clustering of pro-caspase-1 at ASC specks results in autocleavage into its active form, caspase-1. Caspase-1 then processes pro-IL-1β, IL-18 and gasdermin D, resulting in secretion of IL-1β and IL-18 (refs. ^1,6–8^).

Several studies have linked mitochondrial ETC function to NLRP3 activation^3,9,10^. Pharmacologic studies have linked the mitochondrial ETC to NLRP3 inflammasome activation through ROS^11,12^. Some studies suggest that ETC inhibition can either increase or decrease NLRP3 activation, while others point to NLRP3 inflammasome activation being independent of ETC function^2,3,9,10^. Transcriptional, translational and metabolic changes occur rapidly post LPS treatment^13–15^. Previous studies have demonstrated that the tricarboxylic acid cycle intermediate succinate accumulates during lipopolysaccharide (LPS) stimulation of bone marrow-derived macrophages (BMDMs) in vitro^16–18^. Furthermore, dimethyl malonate (DMM), an inhibitor of mitochondrial complex II (succinate dehydrogenase (SDH)) or loss of mitochondrial complex II subunit SDHB, which prevents succinate oxidation, attenuates LPS induction of *Il1b* mRNA and IL-1β protein levels at 24–48 h in vitro^19^. Using a combination of several ETC inhibitors as well as genetic perturbations that modify ETC function, we directly tested whether ATP-dependent NLRP3 inflammasome activation depends on ETC function.

## Results

### Mitochondrial complex II is required for NLRP3 inflammasome activation

Mitochondrial complex II is the best described ETC complex linked to LPS-dependent induction of IL-1β. Thus, we initiated our studies by testing whether ETC inhibition at mitochondrial complex II decreases LPS priming and/or NLRP3 inflammasome activation early in the LPS response. In our studies, BMDMs were primed with LPS for 5.5 h. Subsequently, we measured intracellular cleaved caspase 1 (p20 fragment) protein levels at 10 min and IL-1β protein in the supernatant at 30 min after extracellular ATP addition (activation of NLRP3 inflammasome). The p20 fragment of intracellular caspase-1 is the final inactive product of caspase-1 activation^20^. Mitochondrial ETC inhibitors in our study were administered 30 min before treatment with LPS, that is, the priming step (Extended Data Fig. 1a).

DMM treatment decreased oxygen consumption rates (OCR) in primary mouse BMDMs (Extended Data Fig. 1b,c). Furthermore, LPS treatment induced significant changes in certain metabolites that were abrogated by DMM (Extended Data Fig. 1d). DMM also increased succinate levels without altering the NAD^+^/NADH ratio (Extended Data Fig. 1e,f). Despite these metabolic changes, DMM did not decrease LPS induction of *Il1b*, *Tnf* or *Il10* mRNA (Extended Data Fig. 2a–c). However, DMM did attenuate release of secreted IL-1β protein in BMDMs treated with LPS and extracellular ATP without altering intracellular pro-IL-1β levels during priming (Extended Data Fig. 2d,e). DMM did not alter LPS induction of secreted TNFα protein (Extended Data Fig. 2f). DMM decreased the level of intracellular cleaved caspase-1 protein levels without altering intracellular pro-caspase-1 protein following treatment with LPS plus extracellular ATP (Extended Data Fig. 2g,h). These data demonstrate that mitochondrial complex II is necessary for caspase-1 activation and IL-1β protein production but not for early LPS induction of *Il1b* mRNA expression.

### Mitochondrial complex I is required for NLRP3 inflammasome activation

Mitochondrial ETC complexes I and II transfer electrons from NADH and succinate, respectively, to ubiquinone (CoQ), reducing it to ubiquinol (CoQH_2_) (Fig. 1a). During the inflammatory response, succinate levels increase, and the CoQ pool can become reduced^19^. This results in reverse electron transport (RET) from CoQH_2_ to NAD^+^ at mitochondrial complex I (Fig. 1a)—a process that generates high levels of superoxide (O_2_^•−^)^21^. RET-generated O_2_^•−^ has been implicated in perpetuating the inflammatory response after 24 h of LPS administration alone in vitro^19^. Mitochondrial complex I inhibitors, such as rotenone and piericidin A, block O_2_^•−^ generation by RET^21^ and attenuate LPS induction of *Il1b* mRNA^22^. We investigated the necessity of mitochondrial complex I function for NLRP3 activation by using piericidin A, which decreases OCR and the NAD^+^/NADH ratio (Extended Data Fig. 3a–c). Piericidin A abolished LPS-induced metabolite changes, including an increase in succinate (Extended Data Fig. 3d,e). Piericidin A did not diminish LPS induction of *Il1b*, *Tnf*, or *Il10* mRNA after 4 h (Extended Data Fig. 4a–c). Furthermore, piericidin A did not diminish pro-IL-1β protein or pro-caspase-1 protein levels (Extended Data Fig. 4d,e). However, piericidin A did decrease secreted IL-1β protein levels and intracellular cleaved caspase-1 protein levels upon LPS plus ATP stimulation (Extended Data Fig. 4f,g). Piericidin A also decreased secreted IL-1β protein levels in BMDMs treated with the NLRP3 inflammasome activator nigericin (Extended Data Fig. 4h). Importantly, Piericidin A did not diminish LPS induction of secreted TNFα protein levels (Extended Data Fig. 4i) These data suggest that mitochondrial complex I function is not required for the LPS induction of *Il1b* mRNA but is for caspase-1 activation and production of secreted IL-1β protein.

**Fig. 1:**
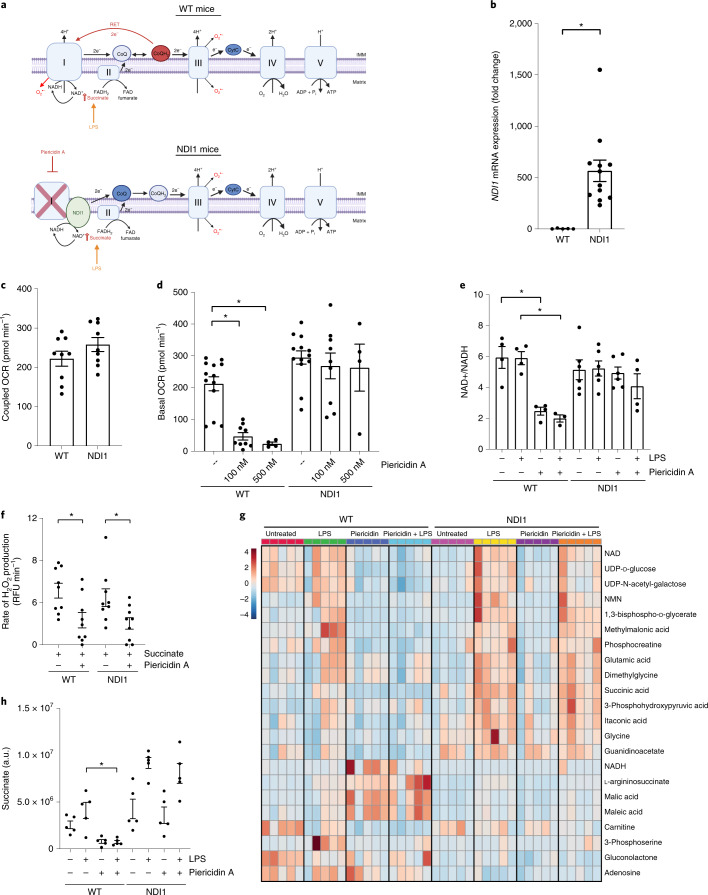
NDI1 expression confers resistance to mitochondrial complex I inhibitor piericidin A. **a**, Schematic of the mitochondrial electron transport chain in WT (top) and NDI1-expressing (bottom) BMDMs during LPS stimulation. Piericidin A inhibition of mitochondrial complex I on electron flow is rescued by NDI1 expression. IMM, inner mitochondrial membrane; RET, reverse electron transport. **b**, *NDI1* mRNA levels (ΔΔC_t_) in WT and NDI1 BMDMs (*n* = 5 WT; *n* = 12 NDI1). **c**, Coupled OCR in WT and NDI1 BMDMs (*n* = 9 for each genotype). **d**, Basal OCR in WT and NDI1 BMDMs after 1 h treatment with 100 nM or 500 nM piericidin A (*n* = 13 vehicle for each genotype; *n* = 9 100 nM piericidin A for each genotype; *n* = 4 500 nM piericidin A for each genotype). **e**, NAD^+^/NADH ratio in WT and NDI1 BMDMs after 4 h treatment with or without LPS (100 ng ml^–1^) in the presence or absence of piericidin A (500 nM) (*n* = 3 WT LPS + piercidin A; *n* = 4 all other treatments). **f**, Rate of H_2_O_2_ production in WT and NDI1 BMDMs in the presence of succinate (500 μM) with or without piericidin A treatment (500 nM) (*n* = 9). **g**, Heatmap of significantly altered metabolites in WT and NDI1 BMDMs treated with LPS (100 ng ml^–1^) alone, piericidin A alone (500 nM) or both LPS and piericidin A for 4 h. The relative abundance of each metabolite is depicted as *z* score across rows (red, high; blue, low) (*n* = 5 for all treatments). **h**, Arbitrary units of succinate in WT and NDI1 BMDMs with or without LPS (100 ng ml^–1^) and piericidin A (500 nM) for 4 h (*n* = 5 for all treatments). Data are mean ± s.e.m. *P < 0.05, two-tailed *t*-test (**b**, *P* = 0.0001), ANOVA with Tukey’s post hoc test for multiple comparisons (**d**, *P = 0.0008 WT UT/100 nM, *P = 0.0047 WT UT/500 nM; **e**, *P = 0.006 WT UT/WT piericidin A, *P = 0.0034 WT LPS/WT LPS + piericidin A; **f**, *P = 0.0465 WT succinate/WT succinate + piericidin A, *P = 0.0493 NDI1 succinate/NDI1 succinate + piericidin A; **h**, *P = 0.0478), or ANOVA with Fisher’s LSD (**g**). *n* indicates number of individual mice. Parts of this figure were created with BioRender.com. Source data

### Reverse electron transport is not required for NLRP3 inflammasome activation

To test the specificity of piericidin A as a mitochondrial complex I inhibitor in our studies, we used BMDMs that express *Saccharomyces cerevisiae* NADH dehydrogenase (NDI1)^23^. Mammalian mitochondrial complex I transfers electrons from NADH to CoQ while pumping protons across the inner mitochondrial membrane. By contrast, NDI1 transfers electrons from NADH to CoQ but does not pump protons and is unable by itself to generate RET-induced O_2_^•−^ (refs. ^23,24^). Importantly, NDI1 is resistant to piericidin A and other mitochondrial complex I inhibitors^23,25^ (Fig. 1a). Thus, treating NDI1-expressing cells with piericidin A allows for NADH oxidation to support downstream electron flow to mitochondrial complexes III, IV and molecular oxygen (respiration), but not complex I-dependent proton pumping or RET-induced O_2_^•−^ production. Recently, we generated a transgenic mouse line that contains a lox-stop-lox-NDI1 targeting construct in the Rosa26 locus^26^. To generate BMDMs that express NDI1, we crossed NDI1^lsl/wt^ mice with Vav-iCre mice, resulting in mice that express NDI1 in hematopoietic lineages including monocytes, here denoted as NDI1. Mice containing Vav-iCre without the lox-stop-lox-NDI1 are denoted as WT.

As expected, BMDMs generated from NDI1 mice expressed *NDI1* mRNA (Fig. 1b). NDI1-expressing BMDMs do not exhibit changes in OCR coupled to ATP production (Fig. 1c). Piericidin A decreased OCR and the NAD^+^/NADH ratio in WT but not in NDI1-expressing BMDMs (Fig. 1d,e) and decreased RET-generated H_2_O_2_ to a similar extent in both WT and NDI1-expressing BMDMs (Fig. 1f). These results indicate that any rescue effects of piericidin A observed in NDI1-expressing cells are independent of RET-generated H_2_O_2_ and are due to restoration of NADH oxidation. To understand more broadly any changes in metabolism conferred by the presence of NDI1, we performed metabolomics on BMDMs from WT and NDI1 mice. Metabolites significantly altered in LPS-stimulated WT BMDMs in the presence of piericidin A remained unchanged in NDI1 BMDMs (Fig. 1g). Of note, succinate levels following LPS stimulation were maintained in NDI1 BMDMs in the presence of piericidin A (Fig. 1h).

Next, we determined whether piericidin A inhibition of NLRP3 inflammasome activation was due to inhibition of mitochondrial complex I. NDI1-expressing mice do not have altered IL-1β protein in vivo 2 h post LPS administration (Fig. 2a), indicating that expression of NDI1 itself is not inflammatory. Furthermore, principal component analysis of transcriptional patterns, based on RNA-seq, demonstrated that, both at baseline and in response to LPS, WT and NDI1 BMDMs are largely similar (Extended Data Fig. 5a). However, piericidin A-induced changes in the transcriptional response to LPS treatment were largely abolished by the expression of NDI1 (Extended Data Fig. 5b). 

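RNA-seq was performed on bone marrow-derived macrophages (BMDMs), which are macrophages grown in culture from mouse bone marrow, of 5 WT mice and 5 NDI1 mice. NDI1 is a yeast NADH dehydrogenase that oxidizes NADH in mitochondria and is not inhibited by piericidin A, an inhibitor of mitochondrial complex I. BMDMs of each mouse were left untreated, treated with LPS (100 ng ml–1) for 4 h, treated with piericidin A (500 nM), or given piericidin A for 30 min before LPS. LPS is a component of the bacterial outer membrane that activates macrophages. Each of the 8 groups therefore had 5 libraries, 40 in all. The authors sequenced polyA-selected libraries, trimmed the reads, aligned them to the mouse genome (mm10) with STAR, counted the reads in the exons of genes with HTSeq and deposited these counts without normalization. The text does not name the annotation release or say whether the counting used the strand of the reads. In WT BMDMs, between 8955095 and 12263814 reads per library were counted on genes without treatment (median 11146628), between 8446978 and 12316515 with LPS (median 10234225), between 9161690 and 11682125 with piericidin A (median 10464263) and between 6950748 and 10365154 with both (median 9767642). In NDI1 BMDMs, the totals were between 8853558 and 10699601 without treatment (median 10130487), between 9794952 and 11326586 with LPS (median 10739831), between 9440101 and 11233391 with piericidin A (median 10767784) and between 9584365 and 13552070 with both (median 11339272). The table lists 43430 genes, and 11853 of them passed edgeR's filterByExpr filter on low counts and were tested. Counts were normalized by the TMM method, and the 8 groups were fitted in one model with edgeR's quasi-likelihood test. A gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.05. Principal component analysis used log2 CPM (counts scaled to a common library total) of the tested genes with a prior count of 2, centred but not scaled. The library labels give a number that the 4 libraries of one mouse share. Deviations from the group means correlated more strongly between libraries with the same number (mean r = 0.453 across genes, 60 pairs) than between libraries of different mice of one genotype under different treatments (mean r = −0.107, 240 pairs). Centring each group on its own mean makes the second value negative when the first is positive, so it is no separate reference. Because of the first value, comparisons within mice are also given with the mouse as a block. No 2 replicates of a group were one library deposited again, because the smallest chi-square per degree of freedom among the 80 replicate pairs was 9.35. Whether Xist or the Y-linked genes had the higher CPM was the same in the 4 libraries of each mouse, and 2 of the 5 WT mice and 1 of the 5 NDI1 mice expressed the Y-linked genes.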

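The first principal component held 69.5% of the variance among the 40 libraries, the second 7.32% and the third 4.81%. On the first component, the 20 libraries with LPS lay between 44.3 and 91.9 and the 20 libraries without LPS between −89.2 and −46.8. Of the processing choices, the use of the 500 most variable genes after DESeq2's variance-stabilizing transformation moved the share of the first component most, to 91.4%. Among the 10 untreated libraries, the difference between WT and NDI1 accounted for 4.81% of the variance over the tested genes, and every possible assignment of 5 of the 10 mice to each genotype gave as large a share (exact permutation test, p = 1). Among the 10 LPS-treated libraries, genotype accounted for 6.22% (exact permutation test, p = 0.960). For comparison, LPS accounted for 76.7% of the variance among the 20 libraries with LPS alone or without treatment (exact permutation test swapping treatments within mice, p = 0.00195, the smallest p that 10 mice allow). At the level of genes, 0 of the 11853 tested genes differed between NDI1 and WT BMDMs without treatment, and 0 differed after LPS. At an unadjusted p-value under 0.05, edgeR's test gave 39 genes without treatment and 141 after LPS. Other splits of the 10 mice gave medians of 205 and 369 genes in the same test. In each genotype, 1 mouse stood apart on the second component, a balance that other splits and assignments need not keep. Complete separation of the 5 NDI1 values from the 5 WT values was seen in 15 genes (0.127%) without treatment and in 20 genes (0.169%) after LPS, where chance gives 0.794%. On counts simulated from these libraries, the comparison without treatment recovered 151 of 200 genes changed by a log2 fold change of 1. Smaller differences could therefore have gone undetected. The comparison after LPS was not simulated. The real comparisons gave fewer genes at an unadjusted p-value under 0.05 than the 593 expected by chance, so the simulated share may not carry over. The simulation also drew each gene at its mean over all 40 libraries, treated or not. LPS changed 7411 genes in WT BMDMs (3738 higher and 3673 lower) and 7434 in NDI1 BMDMs (3731 higher and 3703 lower). With the mouse as a block (mean r of same-mouse deviations, 0.453) these numbers were 8530 and 8578. Of the genes changed in each genotype, 6836 were changed in both, and all of these moved in the same direction. Across all tested genes, which are not independent replicates, the log2 fold changes with LPS in WT and NDI1 had a Pearson correlation of 0.979. In a direct test of the difference, 0 genes had an LPS effect that differed between the genotypes, with 63 at an unadjusted p-value under 0.05. The block left this count at 0, with 161 genes at an unadjusted p-value under 0.05.

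**Figure D1:**
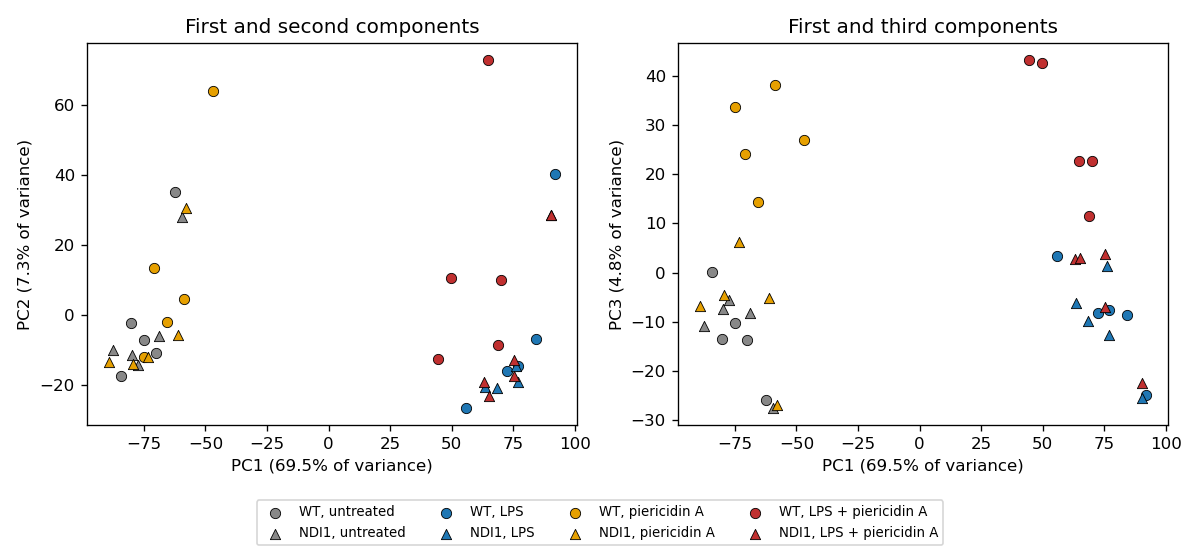
Principal component scores of the 40 libraries, computed on log2 CPM of the 11853 tested genes, with the first component against the second (left) and against the third (right). Each point is 1 library, colours stand for the treatments, circles for WT and triangles for NDI1, and the libraries with LPS lie between 44.3 and 91.9 on the first component in both genotypes.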

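In LPS-treated WT BMDMs, piericidin A changed 1983 of the 11853 tested genes (926 higher and 1057 lower than with LPS alone), of which 439 had an absolute log2 fold change of at least 1 (339 higher and 100 lower). With only the compared libraries in the fit, 891 genes were called (605 higher and 286 lower), so the balance of rises and falls depends on these choices. In LPS-treated NDI1 BMDMs, it changed 0 genes, with 127 at an unadjusted p-value under 0.05. That is fewer than the 593 expected by chance, and recovery of changed genes was not simulated for this comparison. Effects in NDI1 could therefore have gone undetected. Exchanging the treatments within these mice in the other 15 ways gave a median of 114 genes, from 96 to 130. With the mouse as a block, the counts were 4090 in WT and 0 in NDI1, with 334 genes in NDI1 at an unadjusted p-value under 0.05. Libraries of the same mouse shared deviations from their group means (mean r = 0.453). Because the absence of calls in one genotype is no test of a difference, the difference itself was tested. The effect of piericidin A under LPS differed between NDI1 and WT in 116 genes without the block and in 1127 with it, and all 116 were among the 1127. Each of the 116 had been called changed in WT and had a smaller absolute log2 fold change in NDI1. Of the 1127, 1118 had a smaller absolute log2 fold change in NDI1. Of the alternatives tried, this block moved the count most. Over the 1983 genes changed in WT, the median absolute log2 fold change was 0.64 in WT and 0.10 in NDI1, and 1982 of them had the smaller change in NDI1. The slope of the NDI1 effects on the WT effects over these genes was 0.0844. These genes were selected for their change in WT, which by itself favours smaller changes in NDI1 and a low slope. Across all 11853 tested genes, the effects in WT and NDI1 had a Pearson correlation of 0.159. The variance between LPS with and without piericidin A was 23.4% of the total among the WT libraries (exact permutation test swapping treatments within mice, p = 0.063, the smallest p that 5 mice allow) and 5.89% among the NDI1 libraries (exact permutation test, p = 0.188). Over the alternatives, the exact permutation p in NDI1 went from 0.063, the smallest possible, to 0.5. The lower end was reached with the 500 most variable genes after DESeq2's variance-stabilizing transformation. On the third principal component, the 10 WT libraries with piericidin A lay between 11.6 and 43.3 and the other 30 libraries, NDI1 with piericidin A included, between −27.5 and 6.27.

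A response score was taken for each mouse as the mean log2 CPM difference between LPS with and LPS without piericidin A over the changed genes, counted as positive in the direction of the WT change. For each WT mouse, the genes were called without its own libraries, which gave lists of 841 to 2023 genes, whereas the NDI1 mice were scored on all 1983. The score was 0.777 ± 0.404 (SD, n = 5 mice) in WT and 0.0823 ± 0.0324 (SD, n = 5) in NDI1. The lowest WT mouse had a score of 0.312 and the highest NDI1 mouse 0.138. The difference of 0.694 was larger than the spread between mice (two-sided exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). Because the lists differ in size, the score was also taken over the 640 genes common to the 5 WT lists, a setting chosen after seeing the data. It was then 1.03 ± 0.359 (SD, n = 5) in WT and 0.114 ± 0.0479 (SD, n = 5) in NDI1, a difference of 0.916 (exact permutation test, p = 0.00794). A gene enters this common list only if it was called in each of the 5 fits that left out 1 WT mouse, which favours a high WT score.

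Among called genes with a mean log2 CPM of at least 1, the largest rises with piericidin A in LPS-treated WT BMDMs that occurred in every WT mouse were those of Htr2a, Arl4c, Pdxk, Amz1 and Gdf15, with log2 fold changes of 3.86, 3.85, 3.63, 3.62 and 3.14. Arl4c (chromosome 1, 88673125 to 88702221, mm10), which encodes a small GTP-binding protein, went from 13.3 ± 4.34 CPM (SD, n = 5) with LPS to 191 ± 106 with LPS and piericidin A in WT. Its log2 fold change had a standard error of 0.37 and an adjusted p of 6.7e-09 from edgeR's quasi-likelihood test. In NDI1, Arl4c went from 12.5 ± 4.08 to 15.4 ± 3.81 CPM, and the effect differed between genotypes by a log2 fold change of −3.55 (standard error 0.50, edgeR adjusted p = 9.6e-05, and 1.6e-08 with the block). LPS alone had lowered Arl4c in WT, with a log2 fold change of −3.59 from 159 ± 48.1 CPM in untreated cells. Htr2a (chromosome 14, 74640840 to 74706859), a serotonin receptor gene with few counts, rose from 3.44 ± 1.47 to 50.6 ± 25.9 CPM in WT and was 3.78 ± 1.32 and 4.16 ± 2.46 CPM in NDI1. Its effect differed between genotypes by −3.71 (standard error 0.60, edgeR adjusted p = 0.00047). Gdf15 (chromosome 8, 70629393 to 70632456), which encodes a stress-induced cytokine, rose from 27.5 ± 9.32 to 243 ± 153 CPM in WT and from 23.0 ± 9.96 to 34.2 ± 14.8 in NDI1. Its difference of −2.58 between genotypes passed the threshold (edgeR adjusted p = 0.031) but rose above it under 8 of the 16 alternatives. Pdxk and Amz1 overlap another annotated gene, so their counts are less certain. The largest falls were those of Pdgfb (−1.84), Pou2f2 (−1.81), Cp (−1.73), Trib1 (−1.70) and Cyp51 (−1.68), and the first 3 of these overlap another annotated gene. The adjusted p of Cp rose above the threshold under 4 of its 16 alternatives, to at most 0.156. Trib1 (chromosome 15, 59648350 to 59656550) fell from 51.9 ± 18.7 to 15.8 ± 7.04 CPM in WT (standard error 0.28, edgeR adjusted p = 8.5e-05) and was 60.0 ± 13.3 and 47.9 ± 12.6 CPM in NDI1. The difference between genotypes in none of these 5 genes passed the threshold without the block (edgeR adjusted p between 0.0746 and 0.389), whereas all 5 passed it with the block. Among falls whose difference between genotypes did pass it, Edn1 (chromosome 13, 42301270 to 42307989), the endothelin 1 gene, had the largest. It went from 112 ± 28.9 to 36.7 ± 16.4 CPM in WT and was 106 ± 22.0 and 105 ± 30.2 CPM in NDI1, a difference in log2 fold change of 1.60 (standard error 0.35, edgeR adjusted p = 0.016). The adjusted p rose above the threshold under 3 of its 15 alternatives, to at most 0.0838. Comparing the genotypes directly under LPS and piericidin A gave 1421 genes (694 higher and 727 lower in NDI1), and 1236 of them were genes that piericidin A had changed in LPS-treated WT, all in the opposite direction. Both comparisons use the WT libraries with LPS and piericidin A, which favours opposite signs. With an absolute log2 fold change of at least 1 required as well, 355 genes differed between the genotypes (59 higher and 296 lower in NDI1). From these profiles (Extended Data Fig. 5b), the paper states that NDI1 largely abolished what piericidin A did to the LPS response. It places this after the similarity of the genotypes without the inhibitor, as part of the case that piericidin A acts on the inflammasome through complex I.

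**Figure D2:**
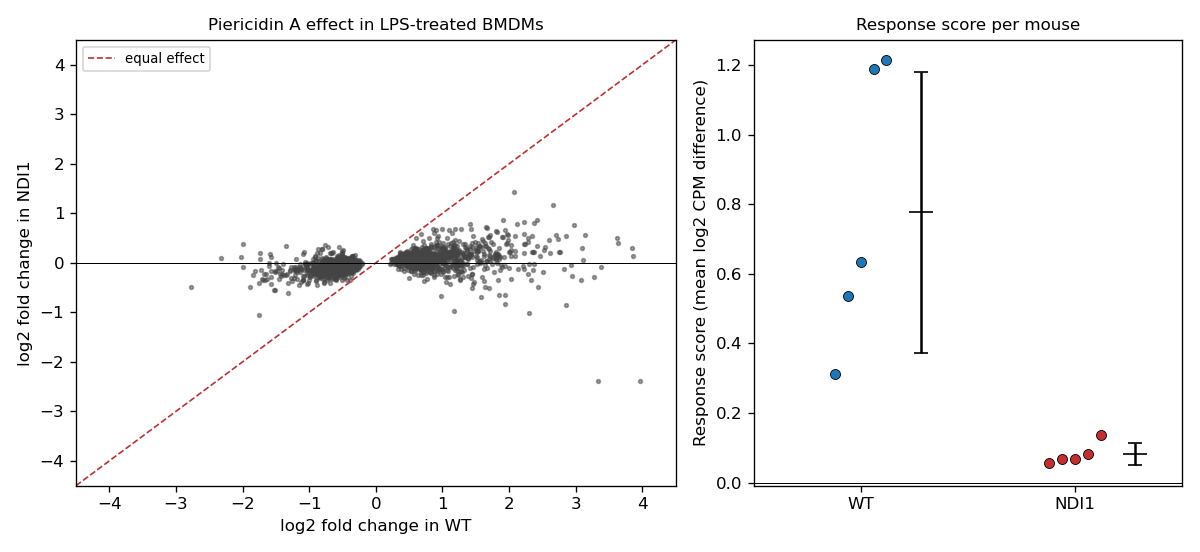
Left, the log2 fold change with piericidin A under LPS in NDI1 against that in WT for the 1983 genes changed in WT, each point 1 gene, with a dashed line where the effects would be equal. Right, the response score of each mouse (mean log2 CPM difference over changed genes, n = 5 per genotype) with the mean and SD, in which every WT mouse lies above every NDI1 mouse.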

Piericidin A attenuated the production of secreted IL-1β protein in WT but not NDI1 BMDMs (Fig. 2b). In contrast, DMM decreased IL-1β protein in both WT and NDI BMDMs, consistent with the proposition that forward electron transport is required to activate the inflammasome (Fig. 2c). Piericidin A also decreased intracellular cleaved caspase-1 protein levels in WT but not NDI1 BMDMs (Fig. 2d). Piericidin A did not decrease intracellular pro-IL-1β, pro-caspase-1 protein, NLRP3 or ASC protein levels under all conditions (Fig. 2e–h). As NDI1-expressing BMDMs in the presence of piericidin A cannot perform RET, these results imply that mitochondrial complex I is necessary for NLRP3 activation due to NADH oxidation, which supports forward electron transport to other downstream ETC complexes.

**Fig. 2:**
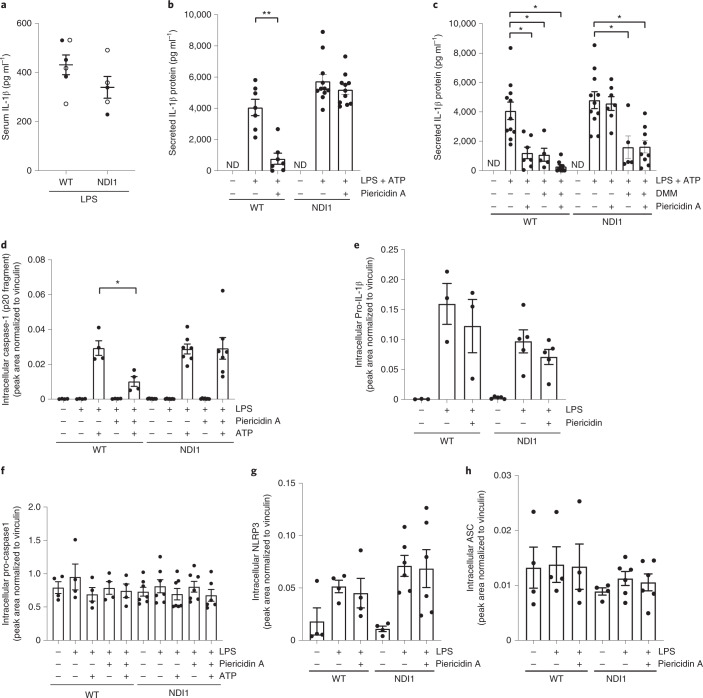
Reverse electron transport is not required for NLRP3 inflammasome activation. **a**, IL-1β protein levels in the serum of WT and NDI1 mice 2 h post i.p. injection of 100 mg kg^–1^ crude LPS (*n* = 6 WT; *n* = 5 NDI1; symbols indicate independent experiments). **b**, IL-1β protein levels in cell culture supernatant of WT and NDI1 BMDMs treated with LPS (100 ng ml^–1^) and ATP (5 mM) with or without piericidin A (100 nM) (*n* = 7 WT; *n* = 11 NDI1). **c**, IL-1β protein levels in cell culture supernatant of WT and NDI1 BMDMs treated with LPS (100 ng ml^–1^) and ATP (5 mM), with or without piericidin A (100 nM) and/or DMM (10 mM) (*n* = 10 LPS + DMM + piericidin A for each genotype; *n* = 11 LPS for each genotype; *n* = 7 LPS + piericidin A for each genotype; *n* = 5 LPS + DMM for each genotype). **d**, Intracellular Caspase-1 (p20 fragment) protein expression in cell lysates from WT and NDI1 BMDMs treated as in **c** (*n* = 4 WT; *n* = 7 NDI1). **e**, Pro-IL-1β protein expression in cell lysates from WT and NDI1 BMDMs treated with LPS (100 ng ml^–1^) with or without piericidin A (100 nM) (*n* = 3 WT; *n* = 5 NDI1). **f**, Pro-Caspase-1 protein expression in cell lysates from WT and NDI1 BMDMs treated with LPS (100 ng ml^–1^) and ATP (5 mM) with or without piericidin A (100 nM) (*n* = 4 WT; *n* = 7 NDI1). **g**, NLRP3 protein expression in cell lysates from WT and NDI1 BMDMs treated with LPS (100 ng ml^–1^) (*n* = 4 WT all treatments, NDI1 UT; *n* = 6 NDI1 + LPS, NDI1 + LPS + piericidin A). **h**, ASC protein expression in cell lysates from WT and NDI1 BMDMs treated as in **e** (*n* = 4 WT all treatments, NDI1 UT; *n* = 6 NDI1 + LPS, NDI1 + LPS + piericidin A). Data are means ± s.e.m. *P < 0.05, ANOVA with Tukey’s post hoc test for multiple comparisons (**b**, *P < 0.0001; **c**, *P = 0.0038 WT LPS + ATP/ WT LPS + ATP + Piericidin A, *P = 0.0083 WT LPS + ATP/WT LPS + ATP + DMM, *P < 0.0001 WT LPS + ATP/WT LPS + ATP + DMM + Piericidin A, *P = 0.0037 NDI1 LPS + ATP/NDI1 LPS + ATP + DMM, *P = 0.0003 NDI1 LPS + ATP/NDI1 LPS + ATP + DMM + Piericidin A; **d**, *P = 0.0129). ND, not detected. Source data

### Mitochondrial production of H_2_O_2_ is not required for NLRP3 inflammasome activation

Mitochondrial complexes I and II donate electrons to CoQ, which transfers electrons to mitochondrial complex III. Subsequently, mitochondrial complex III transfers electrons from CoQH_2_ to cytochrome *c*, which then donates electrons to cytochrome *c* oxidase (complex IV) and ultimately to molecular oxygen (Fig. 3a). Mitochondrial complex III also pumps protons and is one of the major sites of O_2_^•−^ production. To determine whether mitochondrial complex III is required for inflammasome activation, we treated BMDMs with the inhibitor myxothiazol, which diminished OCR as expected (Extended Data Fig. 6a). As with DMM and piericidin A treatment, myxothiazol did not affect the LPS induction of *Il1b*, *Tnf* or *Il10* mRNA expression at 4 h (Extended Data Fig. 6b–d). However, myxothiazol did decrease secreted IL-1β protein levels from BMDMs treated with LPS plus extracellular ATP without altering pro-IL-1β protein levels (Extended Data Fig. 6e,f). NDI1 expression in BMDMs did not rescue intracellular cleaved caspase-1 or secreted IL-1β protein levels when cells were treated with both piericidin A and myxothiazol, indicating that NDI1 expression only rescues the effects of piericidin A (Extended Data Fig. 6g–i). These results suggest that mitochondrial complex III is also required for NLRP3 inflammasome activation.

**Fig. 3:**
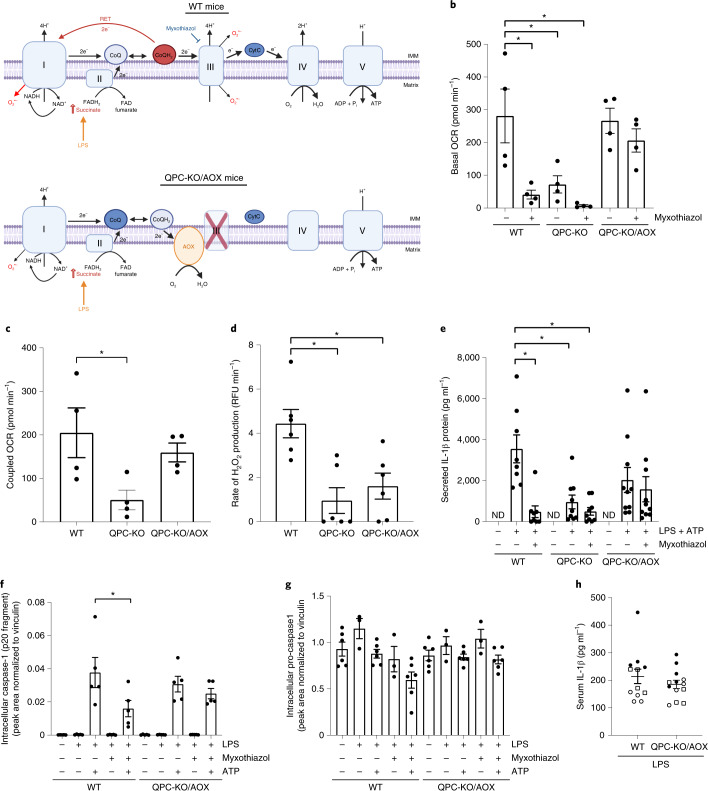
Mitochondrial-generated H_2_O_2_ production is not required for NLRP3 inflammasome activation. **a**, Schematic of the mitochondrial ETC in WT (top) and QPC-KO/AOX BMDMs (bottom). In WT BMDMs, myxothiazol inhibition of complex III blocks onward electron flow to oxygen. In QPC-KO/AOX BMDMs, AOX accepts electrons from reduced CoQ, maintaining electron flow but without generating O_2_^•^. Mitochondrial complex I pumps proton to generate a proton motive force to sustain ATP levels in QPC-KO/AOX. **b**, OCR in WT, QPC-KO and QPC-KO/AOX BMDMs with or without 100 nM myxothiazol (*n* = 4 for each genotype). **c**, Coupled OCR in WT and QPC-KO/AOX BMDMs after 1 h treatment with 100 nM myxothiazol (*n* = 4 for each genotype). **d**, Rate of H_2_O_2_ production in WT, QPC-KO and QPC-KO/AOX BMDMs in the presence of 500μM succinate (*n* = 6 for each genotype). **e**, IL-1β protein levels in cell culture supernatant of WT, QPC-KO and QPC-KO/AOX BMDMs treated with LPS (100 ng ml^–1^) and ATP (5 mM), with or without myxothiazol (100 nM) (*N* = 8 WT both treatments; *n* = 9 QPC-KO both treatments; *n* = 10 QPC-KO/AOX both treatments). **f**, Pro-caspase-1 protein expression in cell lysates from WT and QPC-KO/AOX BMDMs treated with LPS (100 ng ml^–1^) and ATP (5 mM), with or without myxothiazol (100 nM) (*n* = 6 WT UT, WT LPS + ATP, WT LPS + myxothiazol + ATP, QPC-KO/AOX UT, QPC-KO/AOX LPS + ATP, QPC-KO/AOX + myxothiazol + ATP; *n* = 3 WT LPS, WT LPS + myxothiazol, QPC-KO/AOX LPS, QPC-KO/AOX LPS + myxothiazol). **g**, Intracellular caspase-1 (p20 fragment) protein expression in cell lysates from WT and QPC-KO/AOX BMDMs treated with as in **f** (*n* = 5 for each treatment and genotype). **h**, IL-1β protein levels in the serum of WT and QPC-KO/AOX mice 2 h post i.p. injection of 50 mg kg^–1^ crude LPS (*n* = 12 WT; *n* = 13 QPC-KO/AOX; symbols indicate distinct independent experiments). Data are means ± s.e.m. *P < 0.05, one-way ANOVA with Tukey’s post hoc test for multiple comparisons (**b**, *P = 0.0077 WT UT/WT Myxothiazol, *P = 0.0231 WT UT/QPC-KO UT, *P* = 0.0023 WT UT/QPC-KO Myxothiazol; **c**, *P = 0.042, **d**, *P = 0.0027 WT/QPC-KO, *P = 0.0124 WT/QPC-KO/AOX; **e**, *P = 0.0022 WT LPS + ATP/WT LPS + ATP + Myxothiazol, *P = 0.0108 WT LPS + ATP/QPC-KO LPS + ATP, *P = 0.0017 WT LPS + ATP + Myxothiazol/QPC-KO LPS + ATP + Myxothiazol; **f**, *P = 0.0063 WT LPS + ATP/WT LPS + Myxothiazol+ATP). Parts of this figure were created with BioRender.com. Source data

To distinguish the role of mitochondrial complex III in electron transport from its ability to generate O_2_^•−^ and proton pump, we adopted an equivalent approach to the use of cells from NDI1 mice by using BMDMs from mice expressing the *Ciona intestinalis* alternative oxidase (AOX). AOX transfers electrons from CoQH_2_ directly to oxygen without proton pumping or O_2_^•−^ production^27–29^. In the absence of mitochondrial complex III function, AOX allows mitochondrial complexes I and II to transfer electrons to CoQ, thus regenerating NAD^+^ and FAD without generation of O_2_^•−^ at complex III (ref. ^30^). Moreover, ectopic AOX expression in mammalian cells has been shown to prevent overreduction of the CoQ pool to diminish RET-induced O_2_^•−^ (refs. ^21,31^) (Fig. 3a). In the absence of mitochondrial complex III, AOX expressing cells are able to generate the mitochondrial complex I-dependent proton motive force needed for mitochondrial ATP production, that is, coupled respiration (Fig. 3a)^32^.

To genetically abrogate mitochondrial complex III- and RET-generated O_2_^•−^, we generated mice that conditionally express AOX^33^ in myeloid cells lacking the mitochondrial complex III subunit VII (QPC)^34^ (QPC^fl/fl^; AOX^lsl^/ Lyz2-Cre, here denoted QPC-KO/AOX). We also used QPC-KO (QPC^fl/fl^ Lyz2-Cre) mice. Control mice were heterozygous for QPC in myeloid cells without AOX (here denoted WT). QPC-KO have diminished OCR compared with WT and QPC-KO/AOX (Fig. 3b). Myxothiazol inhibited OCR in BMDMs from WT mice but not from QPC-KO/AOX BMDMs, confirming the specificity of myxothiazol as a mitochondrial complex III inhibitor (Fig. 3b). Importantly, the rate of coupled respiration in WT and QPC-KO/AOX BMDMs was similar, indicating that QPC-KO/AOX BMDMs can generate mitochondrial ATP (Fig. 3c). As expected, both QPC-KO and QPC-KO/AOX BMDMs produced less H_2_O_2_ than WT BMDMs (Fig. 3d). QPC-KO BMDMs exhibited a decrease in secreted IL-1β protein levels compared with WT (Fig. 3e). QPC-KO/AOX BMDMs did not exhibit significant differences in secreted IL-1β or intracellular cleaved caspase-1 protein levels compared with WT BMDMs (Fig. 3e,f), and these were unaffected by myxothiazol (Fig. 3e,f). Importantly, intracellular pro-caspase 1 protein levels were similar in WT and QPC-KO/AOX BMDMs (Fig. 3g). Finally, LPS induced similar levels of secreted IL-1β protein in serum from WT and QPC-KO/AOX mice (Fig. 3h). Collectively, these data indicate that O_2_^•−^ generated at mitochondrial complex III or by RET is not required for NLRP3 inflammasome activation in vitro or in vivo. Nevertheless, NLRP3 inflammasome activation requires forward electron flow through the ETC, producing ATP above a threshold level that is met either by mitochondrial complexes III and IV alone (in NDI1 BMDMs) or by mitochondrial complex I alone (in QPC-KO/AOX BMDMs).

### NLRP3 inflammasome activation is not linked to change in mitochondrial membrane potential

Next, we tested whether changes in mitochondrial membrane potential (MPP) was necessary for NLRP3 activation. High or low MMP triggers increase or decrease in ETC-linked superoxide production, respectively^35^. We treated BMDMs with either oligomycin—an inhibitor of mitochondrial complex V (ATP synthase)—or the protonophore carbonyl cyanide-p-trifluoromethoxyphenylhydrazone (FCCP). Oligomycin increases both NADH levels and MMP (Extended Data Fig. 7a–c). By contrast, FCCP allows efficient NADH oxidation but decreases MMP (Extended Data Fig. 7a–c). Treatment with oligomycin diminished oxygen consumption, as expected (Extended Data Fig. 8a). Although oligomycin did not significantly diminish the LPS-dependent increase in *Il1b* mRNA expression or intracellular pro-IL-1β protein levels (Extended Data Fig. 8b,c), it did attenuate the LPS-dependent increase in secreted IL-1β and intracellular cleaved caspase-1 protein levels in BMDMs treated with extracellular ATP (Extended Data Fig. 8d,e). Oligomycin did not affect intracellular pro-caspase-1 levels (Extended Data Fig. 8f). FCCP did not diminish the LPS-dependent increase in *Il1b* mRNA expression or intracellular pro-IL-1β protein levels (Extended Data Fig. 8g,h). FCCP did attenuate the LPS-dependent increase in secreted IL-1β and intracellular cleaved caspase-1 protein levels in BMDMs treated with extracellular ATP (Extended Data Fig. 8i, j). FCCP did not affect intracellular pro-caspase-1 levels (Extended Data Fig. 8k). FCCP and oligomycin have distinct effects on the MMP, yet both decrease intracellular cleaved caspase-1 protein levels. Thus, changes in the MMP are not linked to NLRP3 inflammasome activation.

### Mitochondrial-generated PCr supports NLRP3 inflammasome activation

To identify one or more common metabolites altered upon inhibition of mitochondrial complexes I, II, III and V and disruption of the MMP, we inspected metabolomics data from cells treated with DMM, piericidin A, myxothiazol, oligomycin or FCCP (Fig. 1g, Extended Data Fig. 1c and Extended Data Fig. 9a,b). PCr was a common metabolite that increased during LPS priming and was diminished by all five inhibitors. The piericidin A-induced decrease in PCr was abrogated by expression of NDI1 (Fig. 1g). PCr is generated from creatine (Cr) and ATP by creatine kinase (CKMT2) in the mitochondria, then released into the cytosol where it is converted back to creatine by cytosolic CKB, transferring the phosphate group to ADP, thus generating cytosolic ATP (Extended Data Fig. 10a). This PCr shuttle provides readily available ATP for energy-consuming processes throughout the rest of the cell^36,37^. To deplete PCr from the cytosol, we treated BMDMs with cyclocreatine (cyCr)—a creatine analog. Cyclocreatine is readily phosphorylated by creatine kinase (CK) to produce phosphocylcocreatine, which is an inefficient donor of phosphate to ADP for ATP generation^38,39^.

Treatment of BMDMs with cyCr decreased PCr/Cr levels (Fig. 4a). We measured intracellular ATP levels in BMDMs treated with cyCr to decrease ATP supply via the PCr shuttle or with piericidin A to inhibit mitochondrial complex I. Nigericin administration to LPS-primed BMDMs diminished the level of ATP, which was further decreased by piericidin A or cyCr (Fig. 4b). Cyclocreatine or RNAi against cytosolic CKB also decreased the level of secreted IL-1β in LPS-primed BMDMs treated with extracellular ATP or nigericin (Fig. 5c,d and Extended Data Fig. 9b,c). Cyclocreatine or RNAi against cytosolic CKB decreased intracellular cleaved caspase-1 protein levels without decreasing pro-caspase-1 protein levels (Fig. 4e–h). The administration of cyCr in vivo diminished LPS induced IL-1β protein in serum (Fig. 5i).

**Fig. 4:**
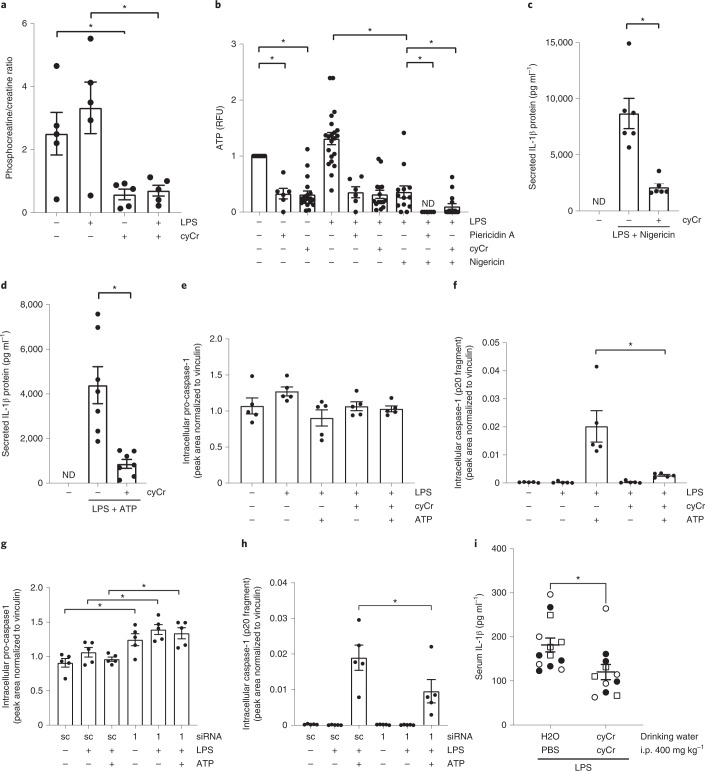
Mitochondrial-generated PCr during priming supports NLRP3 inflammasome activation. **a**, PCr levels (a.u.) in cells treated with or without cyclocreatine (10 mM), with or without LPS for 4 h (*n* = 5 for each treatment). **b**, Intracellular ATP levels (a.u.) in cells treated for 4 h with piericidin A (100 nM) or cyclocreatine (10μM), with or without LPS (100 ng ml^–1^) or nigericin (20 μM) (*n* = 19 LPS alone; *n* = 12 LPS + nigericin; *n* = 8 piericidin A, piericidin A + LPS, piericidin A + LPS + nigericin; *n* = 17 cyclocreatine; *n* = 13 cyclocreatine + LPS, cyclocreatine + LPS + nigericin). **c**, IL-1β protein levels in cell culture supernatant of BMDMs treated LPS (100 ng ml^–1^) and nigericin (20 μM) with or without cyclocreatine (10 μM) (*n* = 6 for all treatments). **d**, IL-1β protein levels in cell culture supernatant of BMDMs treated LPS (100 ng ml^–1^) and ATP (5 mM) with or without cyclocreatine (10 μM) (*n* = 6 for all treatments). **e**, Intracellular pro-caspase-1 protein expression in cell lysates from WT BMDMs treated with LPS (100 ng ml^–1^) and ATP (5 mM) with or without cyclocreatine (10 μM) (*n* = 5 for all treatments). **f**, Intracellular caspase-1 (p20 fragment) protein expression in cell lysates from WT BMDMs treated as in **e** (*n* = 4 WT; *n* = 7 NDI1). **g**, Intracellular pro-caspase-1 protein expression in cell lysates from BMDMs transfected with vehicle control or siRNA against *Ckb* treated or not with LPS (100 ng ml^–1^) and ATP (5 mM) (*n* = 5 independent experiments). **h**, Intracellular caspase-1 (p20 fragment) protein expression in cell lysates from BMDMs transfected with vehicle control or siRNA against *Ckb* treated or not with LPS (100 ng ml^–1^) and ATP (5 mM) (*n* = 5 independent experiments). **i**, IL-1β protein levels in the serum of mice administered cyclocreatine before i.p. administration of 50 mg kg^–1^ crude LPS. Serum samples were collected 2 h post LPS injection (*n* = 13 H_2_O + PBS; *n* = 11 cyclocreatine + cyclocreatine; symbols indicate independent experiments). Data are means ± s.e.m. *P < 0.05, one-way ANOVA with Tukey test for multiple comparisons (**a**, *P = 0.0037 UT/cyCr, *P = <0.0001 UT/LPS + Cycr; **b**, *P < 0.0001 LPS/LPS + Nigericin, *P = 0.0404 LPS + Nigericin/LPS + Piericidin+Nigericin, *P = 0.0313 LPS + Nigericin/LPS + CyCr+Nigericin; **f**, *P = 0.0007; **h**, *P = 0.0086), two-tailed *t*-test (**c**, *P = 0.0008; **d**, *P = 0.0008; **i**, *P = 0.0153), one-sample *t*-test (**b**, *P = 0.0097 UT/Piericidin A, *P < 0.0001 UT/cyCr). Source data

NLRP3 requires ATP hydrolysis for inflammasome activation^40,41^. The widely used NLRP3 inhibitor MCC950 interacts with the Walker B motif within the NLRP3 NACHT domain to prevent ATP hydrolysis^41^. We hypothesized that mitochondrial ETC-generated PCr is required to sustain the cytosolic store of ATP during NLRP3 inflammasome activation. However, LPS stimulation of BMDMs is thought to primarily stimulate glycolysis to sustain ATP levels^42^. Thus, we used extracellular acidification rate (ECAR) to assess glycolytic flux during NLRP3 activation. Nigericin induces cell death in LPS-treated BMDMs after 20 min in a caspase-1 dependent manner (Fig. 5a). Nigericin stimulated ECAR and OCR over 20 min in the presence of the caspase-1 inhibitor VX-765 (Fig. 5b–e). Notably, BMDMs treated with piericidin A during LPS plus nigericin stimulation (which cannot activate the NLRP3 inflammasome) are highly glycolytic (Fig. 5f,g). Thus, glycolysis-generated ATP is not sufficient to support NLRP3 inflammasome activation in the absence of mitochondrial ATP. Importantly, hypoxic cells can generate mitochondrial ATP^43^, which may explain previous work indicating that NLRP3 inflammasome can also be activated under hypoxia (1% O_2_). Collectively, these data indicate that NLRP3 inflammasome activation depends on mitochondria-derived ATP, initially generated by forward respiratory electron flow and supplied via the PCr shuttle.

**Fig. 5:**
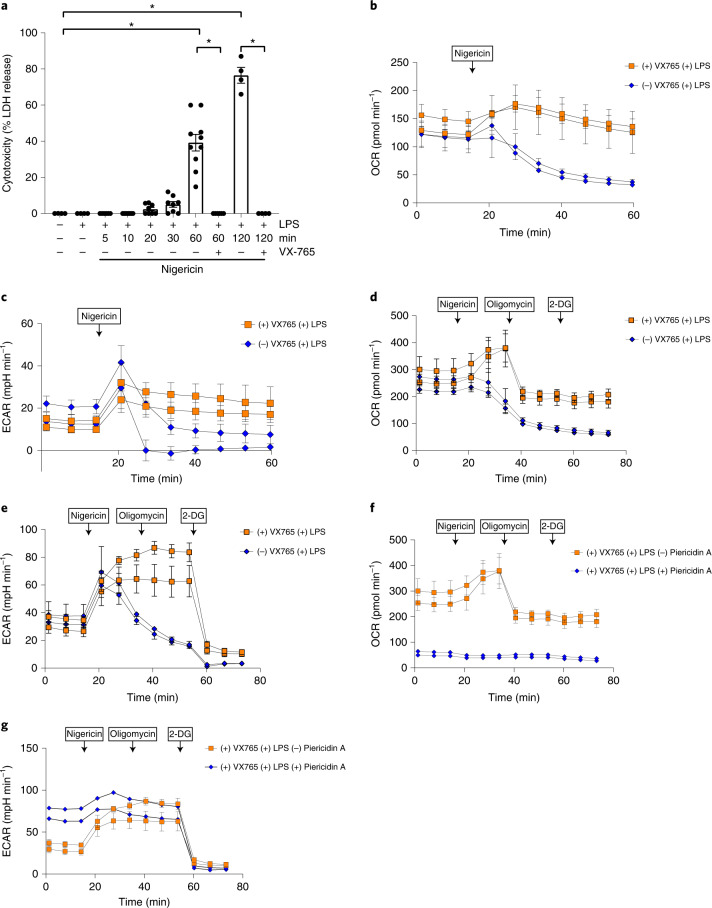
Nigericin decreases OCR in an active caspase-1-dependent manner. **a**, Percentage LDH release from BMDMs treated with LPS (100 ng ml^–1^) and Nigericin (20 μM), with or without VX-765 (20 μg ml^–1^) (*n* = 10 UT, LPS, LPS + 60 min nigericin; *n* = 8 LPS + 10 min nigericin, LPS + 20 min nigericin, LPS + 30 min + nigericin; *n* = 6 LPS + 5 min nigericin, LPS + 60 min nigericin + VX-765; *n* = 4 LPS + 120 min nigericin, LPS + 120 min nigericin + VX-765). **b**, OCR of BMDMs treated for 6 h with LPS in the presence or absence of VX-765 (20 µg ml^–1^). Nigericin was added (final concentration 20 μM) at indicated time (*n* = 2; error bars s.d. of four technical replicates). **c**, ECAR of BMDMs treated as in **b** (*n* = 2; error bars represent s.d. of four technical replicates). **d**, OCR of BMDMs treated for 6 h with LPS (100 ng ml^–1^), with or without VX-765 (20 µg ml^–1^). Nigericin (final concentration 20 μM), Oligomycin (final concentration 2 μM), and 2DG (final concentration 50 mM) were added at indicated timepoints (*n* = 2, representative of eight mice in four independent experiments). **e**, ECAR of BMDMs treated as in **d** (*n* = 2, representative of eight mice in four independent experiments). **f**, OCR of BMDMs treated for 6 h with LPS (100 ng ml^–1^) and VX-765 (20 μg ml^–1^) with or without piericidin A (500 nM) (*n* = 2, representative of eight mice in four independent experiments). **g**, ECAR of BMDMs treated as in **f** (*n* = 2, representative of eight mice in four independent experiments). Data are means ± s.e.m. (**a**) or s.d. (**b**–**g**). *P < 0.0001, one-way ANOVA with Turkey’s post hoc test for multiple comparisons.

### NLRP3 inflammasome activation by CL097 requires inhibition of mitochondrial complex I

Typically, activation of the NLRP3 inflammasome requires K^+^ efflux^2^, which occurs upon extracellular ATP or Nigericin administration in LPS-primed BMDMs. However, the NLRP3 inflammasome can also be activated in a K^+^ efflux-independent manner. Notably, K^+^ efflux is dispensable for activation of NLRP3 inflammasome by imiquimod and the related molecule CL097 (ref. ^3^). It has been proposed that these molecules inhibit the quinone oxidoreductases NQO2 and mitochondrial complex I to trigger ROS production, which stimulates NLRP3 inflammasome activation. We tested the necessity of mitochondrial complex I inhibition for CL097-dependent inflammasome activation by using our NDI1-expressing BMDMs. CL097 caused cell death within 20 min in an active caspase-1-dependent manner in LPS-primed BMDMs (Fig. 6a). However, CL097 decreased OCR in the presence of the caspase-1 inhibitor VX-765, indicating that the decrease in OCR was not due to cell death (Fig. 6b). This is consistent with the observation that CL097 decreases OCR in cells lacking inflammasome components^3^. NDI1 expression prevented CL097- or piericidin A-induced decrease in OCR, indicating that CL097 indeed inhibits mitochondrial complex I (Fig. 6c,d). NDI1 expression prevented CL097-dependent secreted IL-1β and intracellular cleaved caspase-1 protein levels in LPS-primed BMDMs without altering intracellular pro-caspase-1 levels (Fig. 6e–g). Next, we tested whether mitochondrial complex I inhibitor piericidin A or other ETC inhibitors, like CL097, are also sufficient to trigger inflammasome activation in LPS-primed BMDMs. None of the ETC inhibitors increased secreted IL-1β levels (Fig. 6h) indicating that CL097, in addition to inhibiting mitochondrial complex I, has other targets that are necessary for NLRP3 inflammasome activation, perhaps endolysomoal effects^3^. Although piericidin A cannot serve as an inflammasome activator, we tested whether administration of piericidin A or cyclocreatine during LPS priming would diminish CL097 activation of the NLRP3 inflammasome. Indeed, both piericidin A and cyclocreatine administered during LPS priming diminished secreted IL-1β levels and intracellular cleaved caspase-1 protein levels upon CL097 administration (Fig. 6i–n). Thus, mitochondrial-generated ATP to sustain PCr levels during LPS priming is also necessary for CL097 activation of the NLRP3 inflammasome.

**Fig. 6:**
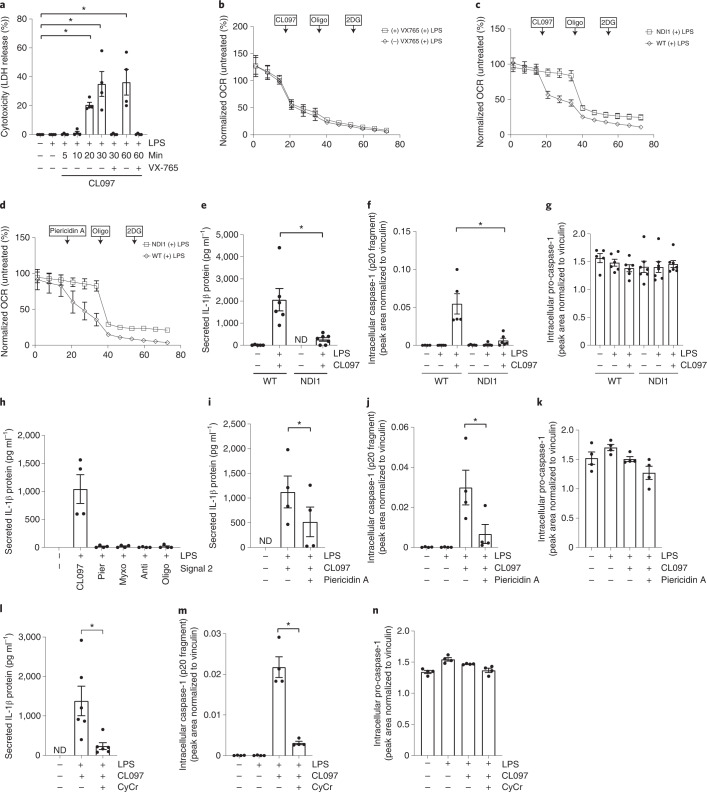
Mitochondrial complex I inhibition is necessary for CL097 activation of NLRP3 inflammasome. **a**, Percent LDH release from BMDMs treated with LPS (100 ng ml^–1^) and CL097 (70 μM), with or without VX-765 (20 μg ml–1); *n* = 4. **b**, OCR of BMDMs treated with LPS (100 ng ml^–1^), with or without VX-765 (20 μg ml^–1^). Data is shown as a percent of the basal OCR of untreated. CL097 (70 μM), Oligomycin (2 μM) and 2-deoxy-d-glucose (2DG) (50 mM) were added at indicated timepoints; *n* = 4. **c**,**d**, OCR of WT and NDI1 BMDMs treated with LPS (100 ng ml^–1^). Data are shown as a percentage of the basal OCR of untreated. Piericidin A (500 nM) (**c**) or CL097 (70 μM) (**d**), Oligomycin (2 μM) and 2DG (50 mM) were added as indicated; *n* = 3 for each genotype. **e**, IL-1β protein levels in cell culture supernatant of WT or NDI1 BMDMs treated LPS (100 ng ml^–1^) and CL097 (70 μM); *n* = 6. **f**, Intracellular caspase-1 (p20 fragment) protein expression in cell lysates from WT and NDI1 BMDMs treated as in Fig. e (70 μM); *n* = 6. **g**, Intracellular pro-caspase-1 expression in cell lysates treated as in **e**; *n* = 6. **h**, IL-1β protein levels in cell culture supernatant of WT BMDMs treated with LPS (100 ng ml^–1^) and CL097 (70 μM), piericidin A (100 nM), myxothiazol (100 nM), antimycin A (100 nM) or oligomycin (50 nM); *n* = 4. **i**, IL-1β protein levels in cell culture supernatant of BMDMs treated with LPS (100 ng ml^–1^) and CL097 (70 μM), with or without piericidin A (500 nM); *n* = 4. **j**, Intracellular pro-caspase-1 protein expression in cell lysates from BMDMs treated as in **i**; *n* = 4. **k**, Intracellular caspase-1 protein expression in cell lysates from BMDMs treated as in **i**; *n* = 4. **l**, IL-1β protein levels in cell culture supernatant of BMDMs treated with LPS (100 ng ml^–1^) and CL097 (70 μM), with or without CyCr (10 μM) (*n* = 4). **m**, Intracellular caspase-1 protein expression in cell lysates treated as in **l**; *n* = 4. **n**, Intracellular pro-caspase-1 protein expression in cell lysates from BMDMs treated as in **l**; *n* = 4. Data are means ± s.e.m. *P < 0.05, two-tailed *t*-test (**i**, *P = 0.007; **l**, *P = 0.0127) one-way ANOVA with Tukey’s post hoc test for multiple comparisons (**a**, *P = 0.0399 UT/LPS + 20 min; *P < 0.0001 UT/LPS + 30 min, UT/LPS + 60 min, LPS + 30 min/LPS + 30 min+VX-765, LPS + 60 min/LPS + 60 min + VX-765; *P = 0.0013 (**e**); *P < 0.0001 (**f**); *P = 0.0273 (**j**); *P < 0.0001 (**m**)). Source data

CL097 inhibition also triggers ROS production^3^. We tested whether increasing mitochondrial ROS in NDI1-expressing BMDMs, which are resistant to CL097, would rescue NLRP3 inflammasome activation. Antimycin is a well-described generator of mitochondrial superoxide production at complex III (ref. ^44^). Antimycin releases superoxide from mitochondrial complex III both in the mitochondrial matrix and intermembrane space^44^. By contrast, myxothiazol inhibits mitochondrial superoxide production at complex III^45^. Indeed, antimycin rescued intracellular cleaved caspase-1 (Fig. 7a,b) and secreted IL-1β protein levels (Fig. 7c) in NDI1-expressing LPS-primed BMDMs treated with CL097. Surprisingly, myxothiazol also increased secreted IL-1β levels in NDI1-expressing LPS-primed BMDMs treated with CL097. Moreover, oligomycin and FCCP, which have opposite effects on MMP and superoxide production, also increased secreted IL-1β levels in NDI1-expressing BMDMs primed with LPS and treated with CL097 (Fig. 7c). FCCP, unlike oligomycin and other ETC inhibitors, allows for efficient NAD^+^ regeneration (Extended Data Fig. 7a)^46^. These results suggest that the rescue effects observed here by ETC inhibitors and FCCP are independent from ROS production or NAD^+^ regeneration. To directly test whether suppressing or scavenging mitochondrial superoxide could prevent CL097 or extracellular ATP activation of the NLRP3 inflammasome, we administered the mitochondrial-targeted superoxide dismutase mimetic MitoTEMPO. We also administered SEQEL1 (S1) or SEQEL3 (S3), which can suppress mitochondrial complex I- or III-generated superoxide production, respectively^47,48^. MitoTEMPO, S1 and S3 did not prevent CL097 or extracellular ATP activation of NLRP3 inflammasome (Fig. 7d–g). We used MitoTEMPO, S1 and S3 concentrations that do not inhibit OCR and have previously shown efficacy in other cell systems^47–50^. Finally, we tested whether increasing ROS production could rescue secreted IL-1β levels in NDI1-expressing LPS-primed BMDMs treated with CL097. Paraquat—a known generator of superoxide production^51^—failed to increase secreted IL-1β levels (Fig. 7h). Collectively, our data indicate that CL097 requires inhibition of mitochondrial complex I to trigger NLRP3 inflammasome activation through an unidentified mitochondria-dependent mechanism (Fig. 7i).

**Fig. 7:**
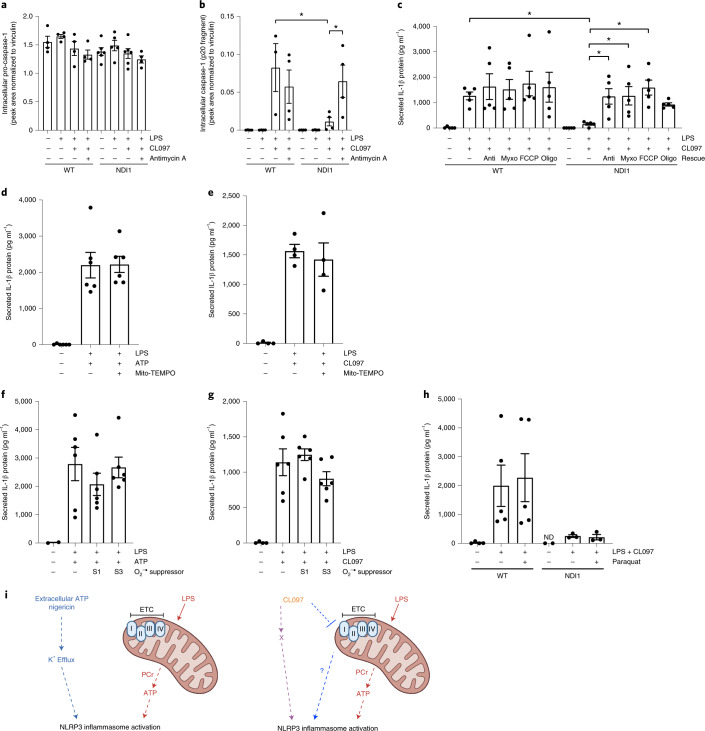
Mitochondrial ROS is not necessary for CLO97-dependent NLRP3 inflammasome activation. **a**, Intracellular pro-caspase-1 expression in cell lysates from WT and NDI1 BMDMs treated with LPS (100 ng; ml^–1^) and CL097 (70 μM); *N* = 4 for all treatments. **b**, Intracellular caspase-1 (p20 fragment) protein expression in WT and NDI1 BMDMs treated as in **a** (*n* = 4 NDI1 all treatments, WT UT, WT LPS, WT LPS + CL097 + antimycin A; *n* = 3 WT LPS + CL097). **c**, IL-1β protein levels in cell culture supernatant of WT and NDI1 BMDMs treated with LPS (100 ng ml^–1^) and CL097 (70 μM). Antimycin (Anti; 100 nM), myxothiazol (Myxo; 100 nM), FCCP (10 μM) or oligomycin (Oligo; 50 nM) were added 30 min before inflammasome activation (*n* = 5 for all treatments). **d**, IL-1β protein levels in cell culture supernatant of BMDMs treated with LPS (100 ng ml^–1^) and ATP (5 mM). MitoTempo (500 μM) was added 30 min before ATP (*n* = 6 for each condition). **e**, IL-1β protein levels in cell culture supernatant of BMDMs treated with LPS (100 ng ml^–1^) and CL097 (70 μM). MitoTempo (500 μM) was added 30 min before the addition of CL097 (*n* = 6 for each condition). **f**, IL-1β protein levels in cell culture supernatant of BMDMs treated with LPS (100 ng ml^–1^) and ATP (5 mM). S1QEL (S1; 1 μM) or S3QEL (S3; 10 μM) was added 30 min before ATP (*n* = 6 for each condition). **g**, IL-1β protein levels in cell culture supernatant of BMDMs treated with LPS (100 ng ml^–1^) and CL097 (70 μM). S1QEL (S1;1 μM) or S3QEL (S3; 10 μM) was added 30 min before CL097 (*n* = 6 for each condition). **h**, IL-1β protein levels in cell culture supernatant of BMDMs treated with LPS (100 ng ml^–1^) and CL097 (70 μM). Paraquat (25 μM) was added 30 min before CL097 (*n* = 5 WT all treatments; *n* = 3 NDI1 all treatments). **i**, Schematic of K^+^ efflux-dependent (left) and independent (right) NLRP3 inflammasome activation. Error bars represent means ± s.e.m. *P < 0.05, one-way ANOVA with Tukey’s post hoc test for multiple comparisons (**b**, *P = 0.0454 WT LPS + CL097/NDI1 LPS + CL097, *P = 0.0229 NDI1 LPS + CL097/NDI1 LPS + CL097 + Antimycin A; **c**, *P < 0.0001 WT LPS + CL097/NDI1 LPS + CL097, *P = 0.0434 NDI1 LPS/CL097/NDI1 LPS + CL097 + Anti, *P = 0.0373 NDI1 LPS + CL097/NDI1 LPS + CL097 + Myxo, *P = 0.0053 NDI1 LPS + CL097/NDI1 LPS + CL097 + FCCP). Parts of this figure were created with BioRender.com. Source data

## Discussion

Our studies on LPS-primed BMDMs activated with extracellular ATP or CL097 have revealed three important aspects of mitochondrial ETC in controlling NLRP3 inflammasome activation. First, LPS priming increases mitochondrial ATP-dependent PCr levels that sustain NLRP3 inflammasome activation by both extracellular ATP and CL097. Importantly, mitochondrial ETC inhibitors maximally activate glycolysis, which is not able to sustain NLRP3 inflammasome activation. Second, mitochondrial ETC inhibitors are not sufficient to trigger NLRP3 inflammasome activation in LPS-primed BMDMs, consistent with previous findings^3^. Nevertheless, CL097 inhibits mitochondrial complex I to activate NLRP3 inflammasome in LPS-primed BMDMs, suggesting that CL097 targets mitochondrial complex I and some other unknown target(s) to activate the NLRP3 inflammasome. Moreover, the mechanism by which CL097 inhibition of mitochondrial complex I is necessary for NLRP3 inflammasome activation is not clear. Third, we find no evidence that mitochondrial ROS are necessary for NLRP3 inflammasome activation by extracellular ATP or CL097, although we cannot exclude nonmitochondrial ROS sources as potential inputs into NLRP3 activation. Collectively, our studies establish the necessity of the ETC to sustain NLRP3 inflammasome activation by both K^+^ efflux-dependent, that is, extracellular ATP, and K^+^ efflux-independent, that is, CL097, stimuli.

It is important to note that we examined here only one critical aspect of inflammation—the production of IL-1β by the canonical NLRP3 inflammasome. Other cytokines that are linked to mitochondrial ETC function, such as tumor necrosis factor alpha (TNF-α) and interleukin (IL)-6, may depend on mitochondrially generated ROS^52–54^. Mitochondrial DNA (mtDNA), known to activate the cGAS-STING pathway for induction of type I interferons, is potentially another input into NLRP3 inflammasome activation^55,56^. Our studies do not address or refute this mechanism. However, it is important to note that experimental strategies that deplete mtDNA also disable ETC function and thereby diminish mitochondrial ATP production. Thus, it is possible that depletion of mtDNA by TFAM ablation or cytidine monophosphate kinase 2 impairs NLRP3 inflammasome activation^55,57^, in part due to diminished mitochondrial ATP.

Our present studies do not address whether the mechanism described here would apply to stimuli, such as serum amyloid, that require longer period (24 h) of exposure^58,59^. Furthermore, we did not address whether ETC is necessary for the activation of other inflammasomes. Nevertheless, the genetic tools used in this study could be helpful in elucidating the necessity of mitochondrial ETC for different NLRP3 inflammasome stimuli as well as other distinct inflammasomes, such as AIM2 and NLRC4.

## Methods

### Mice

Male and female mice were used at 8–14 weeks of age. Littermate controls were used for all experiments. WT C57BL/6J mice were obtained from Jackson Laboratories and bred inhouse at Northwestern University. We used a previously published transgenic mouse line, which contains a lox-stop-lox-NDI1 targeting construct in the Rosa26 locus^26^. To generate mice that express NDI1 in hematopoietic cells, we bred mixed C57Bl/6J/N Rosa26^NDI1-lsl/wt^ mice with B6.Cg-*Commd10*^*Tg(Vav1-icre)A2Kio*^/J mice from Jackson Laboratories to generate the conditional NDI1 transgenic mouse. Mice expressing AOX in myeloid cells were generated by breeding B6.129P2-*Lyz2*^*tm1(cre)Ifo*^/J mice from Jackson Laboratories with previously published C57Bl/6N Rosa26^AOX-lsl/wt^ mice given to us by M. Szibor^28^. Previously published QPC^fl/fl^ mice are C57Bl/6J background. All mouse lines were maintained at Northwestern University under specific pathogen-free conditions in ventilated microisolator cages with automatic water access. Teklad LM-485 mouse/rat sterilizable diet chow (Envigo, catalog no. 7912) was provided ad libitum. Housing rooms had standard 12-h light/dark cycles and an ambient temperature of 23 °C. We complied with all relevant ethical regulations in accordance with Federal and University guidelines and protocols approved by IACUC and Northwestern University, protocol number IS00014481.

### BMDM isolation and cell culture

Bone marrow was isolated from mice and plated in 10 cm Primaria tissue culture plates (ThermoFisher, catalog no. 25382-701). To induce differentiation into macrophages, cells were cultured in RPMI medium containing 11 mM glucose, 10% fetal+ serum (Atlas Biologics, catalog no. P16E19A1), 1 mM methyl pyruvate (Sigma, catalog no. 371173), 400 μM uridine (Sigma, catalog no. U3003), 1% antibiotic/mycotic (ThermoFisher, catalog no. 15-240-062) 1% Hepes (ThermoFisher, catalog no. MT25060CI) and 4 mM glutamine (Gibco, catalog no.11965-126) supplemented with 20ng ml^–1^ M-CSF (Peprotech, catalog no.315-02) at 37 °C with 5% CO_2_. The medium was changed every 3 days, and BMDMs were harvested by scraping on day 6 and plated in 12-well plates (2 million cells per well), 24-well plates (940,000 cells per well), 48-well plates (300,000 cells per well) or 96-well plates (150,000 cells per well).

### Quantitative PCR with reverse transcription

Quantitative PCR reverse transcription (qRT–PCR) was performed on BMDMs treated with 100 ng ml^–1^ ultrapure O5:B55 LPS (Invivogen, catalog no. tlrl-pb5lps) for 4 h. Before stimulation, BMDMs were treated for 30 min with piericidin A (Cayman Chemical, catalog no. 15379), myxothiazol (Sigma, catalog no. T5580), FCCP (Sigma, catalog no. C2920), oligomycin (Sigma, catalog no. 75351) or dimethyl malonate (Sigma, catalog no. 136441), as indicated in figures and figure legends.

RNA was extracted from peritoneal macrophages or BMDMs using the Omega E.Z.N.A. RNA Isolation Kit (Omega Biologicals, catalog no. R6834-02). RNA was quantified using a Nanodrop 2000 UV-visible spectrophotometer, and 300 ng of RNA was reverse transcribed using RETROscript first-strand synthesis kit (ThermoFisher, catalog no. AM17-10). Real-time PCR was performed on a BioRadCFX using iQ SYBR green Supermix (Bio-Rad, catalog no. 1708880). The following primers were used: IL-1β (forward 5′- TGGCAACTGTTCCTG-3′; reverse 3′-GGAAGCAGCCCTTCATCTTT-5′); NDI1 (forward 5′-GCCGAAGAAGTCCAAATTCAC-3′; reverse 3′- CGACAGCCGTTCTCAGAT-5′); b-Actin (forward 5′-CTAAGGCCAACCGTGAAAA-3′; reverse 3′-ACCAGAGGCATACAGGGACA-5′). Fold changes in gene expression relative to untreated control were calculated by the ΔΔC_t_ method using mouse actin as an endogenous control for mRNA expression.

### Oxygen consumption rate

The OCR was measured in a XF96 extracellular flux analyzer (Agilent Bioscience). BMDMs were plated at 0.15 × 10^6^ cells per well of a XF96 plate, allowed to adhere overnight. Pretreated cells were treated with myxothiazol, piericidin A or oligomycin for 30 min, or dimethyl malonate for 3 h before OCR measurement. LPS-treated cells were primed with 100 ng ml^–1^ LPS for 6 h. At 1 h before OCR measurement, the medium was exchanged for Seahorse base RPMI (Agilent, catalog no. 103335-100, supplemented with glucose, methyl pyruvate, glutamine and uridine) in the presence or absence of 20 µg ml^–1^ VX-765 (Invivogen, catalog no. inh-vx765i-5) before initiation of the assay. Injection of ETC inhibitors and inflammasome activators occurred at the timepoints indicated in the figures. Final concentrations of drugs are included in the figure legends. Basal OCR was assessed by subtracting nonmitochondrial oxygen consumption (measured in the presence of 1 μM antimycin A (Sigma, catalog no. A8674) and 1 μM piericidin A) from the baseline OCR. Coupled OCR was assessed as the difference between basal OCR and OCR after addition of oligomycin.

### NAD^+^:NADH ratio

BMDMs were plated at 0.15 × 10^6^ cells per well in 96-well plates and allowed to adhere overnight. The NAD^+^/NADH ratio was measured in BMDMs treated with or without LPS for 4 h after pretreatment with or without of piericidin A or dimethyl malonate using the Promega NAD^+^/NADH Glo-Kit (Promega, catalog no. G9071) according to the manufacturer’s instructions.

### Inflammasome activation

BMDMs were plated at 0.15 × 10^6^ cells per well and allowed to adhere overnight. Cells were treated with metabolic inhibitors for 30 min before priming with 100 ng ml^–1^ ultrapure O5:B55 LPS (Invivogen, catalog no. tlrl-pb5lps) for 5.5 h. To activate the NLRP3 inflammasome, 5 mM ATP (Sigma, catalog no. A2383) or 70 μM CL097 (Invivogen, catalog no. tlrl-c97) was added for 30 min, or 20 μM nigericin (Sigma, catalog no. N7143) was added for 1 h.

To avoid oxidation of cyclocreatine, we avoided repeated freeze–thaws of the powder and solution. Cell supernatant was collected and used for IL-1β and TNFα measurement via enzyme-linked immunosorbent assay (ELISA) (R&D Duoset, catalog nos. DY401-05 and DY410-05). ELISA kits were used according to manufacturer’s instructions.

To assess capase-1 cleavage and pro-IL-1β levels, BMDMs were plated at 2 million cells per well in a 12-well plate and allowed to adhere overnight. BMDMs were primed with LPS (100 ng ml^–1^) for 5.5 h. ATP (5 mM) or CL097 (70 μM) was added for 10 min to activate the NLRP3 inflammasome. Cells were lysed with NP40 cell lysis buffer (ThermoFisher, catalog no. FNN0021) with Halt protease and phosphatase inhibitor (ThermoFisher, catalog no. 78442) and protein concentration was quantified via bicinchoninic acid (BCA) assay. Immunoblot was performed on the Wes (ProteinSimple) according to the manufacturer’s instructions for pro-caspase-1/caspase-1 (Adipogen, catalog no. AG-20B-0042; dilution 1:200), pro-IL-1β/IL-1β (R&D systems, catalog no. AF-401-NA; dilution 1:100), anti-ASC (Novus Biologics, catalog no. NBP1-78977SS; 1:50 dilution), anti-NLRP3 (Novus Biologics, catalog no. NBP2-03948SS, clone 25N10E9; 1:100 dilution) and vinculin (Cell Signaling, catalog no. 13901; dilution 1:500). Chemiluminescence of all proteins was quantified on Compass software (v.5.0.1; ProteinSimple). Relative protein expression levels were quantified as peak area of IL-1β, pro-IL-1β, pro-caspase-1 or caspase-1 over the peak area of vinculin.

### H_2_O_2_ measurement in permeabilized BMDMs

BMDMs were centrifuged at 500*g* and washed first with KHEB buffer (120 mM KCL, 5 mM HEPES, 1 mM EGTA, 0.3% BSA, pH 7.4 with KOH), followed by a wash with KHEB + 100 µg ml^–1^ saponin (Sigma, catalog no. 47036). A total of 150,000 cells were incubated in 96-well, clear-bottom plates (Corning, catalog no. 3603) in 50 µl KHEB + saponin for 15 min at room temperature. Following incubation, an additional 50 µl of KHEB buffer was added to each well along with 100 µl superoxide sensing solution (1.5 U ml^–1^ HRP (ThermoFisher), 25 KU ml^–1^ superoxide dismutase (Sigma, catalog no. S5395) and 25 μM Amplex Red (Invitrogen, catalog no. A222188)) was added to each well. Additional treatments were added to superoxide sensing solution as follows: 500 µM l-succinate (Sigma, catalog no. 224731), 500 nM piericidin A. Immediately following addition of superoxide sensing solution, the plate was placed in a SpectraMax M2 (Molecular Devices) plate reader set to mix plate and take readings every minute with excitation (544 nm) and emission (590 nm). For analysis, the fluorescent readings from the linear range of the reaction (15–30 min) were used to calculate the slope (RFU min^–1^). RFU min^–1^ readings from the BMDMs treated with superoxide sensing solution alone are subtracted as background readings.

### ATP assay

A total of 2 million BMDMs were plated in a 12-well plate, as indicated above, and allowed to adhere overnight. BMDMs were treated with 100 nM piericidin A or 10 mM cyclocreatine for 30 min before the addition of 100 ng ml^–1^ LPS for 4 h where indicated. Nigericin (20 μM) was added where indicated for 20 min to allow for the initiation of NLRP3 inflammasome activation before cell death. Cells were harvested with ATP assay buffer (ATP Assay kit (Colorimetric/Fluorometric), Abcam, catalog no. ab83355) and centrifuged at 14,000*g* for 5 min. The assay was performed according to the manufacturer’s instructions using the fluorometric protocol. Fluorescent readings from each treated sample replicate are shown as relative to the fluorescent reading of the corresponding untreated sample.

### Metabolomics

Two million BMDMs were allowed to adhere overnight in 12-well plates. The cells were treated with 50 nM oligomycin, 500 nM piericidin A, 100 nM myxothiazol or 10 mM cyclocreatine for 30 min, or 10 mM dimethyl malonate for 3 h, before stimulation with 100 ng ml^–1^ LPS for 4 h. To extract metabolites, 1 ml HPLC-grade methanol in water (80/20, v/v) cooled to –80 °C. Cells went through three complete freeze–thaw cycles in liquid nitrogen and a 37 °C waterbath before high-speed centrifugation at 4 °C. The supernatants, which contained metabolites, were collected and stored at –80 °C. The supernatants were dried in a SpeedVac concentrator (Thermo Savant). The dried metabolites were reconstituted in acetonitrile in analytical-grade water (50/50, v/v) and centrifuged to remove debris. A 10 μl aliquot of the sample was used for high-resolution HPLC-tandem mass spectrometry. High-resolution HPLC-tandem mass spectrometry was performed on a Q-Exactive (ThermoFisher Scientific) in line with an electrospray source and an UltiMate 3000 (ThermoFisher Scientific) series HPLC consisting of a binary pump, degasser and autosampler outfitted with a XBridge Amide column (Waters; 4.6 mm × 100 mm dimension and a 3.5 μm particle size). Mobile phase A contained water and acetonitrile (95/5, v/v), 10 mM ammonium hydroxide and 10 mM ammonium acetate (pH 9.0). Mobile phase B was 100% acetonitrile. The gradient was set to 0 min, 15% A; 2.5 min, 30% A; 7 min, 43% A; 16 min, 62% A; 16.1–18 min, 75% A; 18–25 min, 15% A, with a flow rate of 400 μl min^–1^. The capillary of the electrospray ionization source was set to 275 °C, with sheath gas at 45 arbitrary units, auxiliary gas at 5 arbitrary units and the spray voltage at 4.0 kV. A mass/charge ratio scan ranging from 70 to 850 was used in positive/negative polarity switching mode. MS1 data were collected at a resolution of 70,000. The automatic gain control (AGC) target was set at 1 × 10^6^, with a maximum injection time of 200 ms. The top five precursor ions were fragmented using the higher-energy collisional dissociation cell with normalized collision energy of 30% in MS2 at a resolution of 17,500. Data were acquired with Xcalibur software (v.4.1; ThermoFisher Scientific). The resulting data were analyzed using MetaboAnalyst (v.4.0), normalized by total ion current. Significantly different metabolites between treatment groups were identified by one-way analysis of variance (ANOVA) with Fisher’s least significant difference (LSD) post hoc analysis and then plotted as a heatmap. Peak areas of individual metabolites (that is, succinate, PCr, creatine) were graphed as arbitrary units and subjected to one-way ANOVA with Tukey *t*-test post hoc analysis for multiple comparisons.

### RNA sequencing

BMDMs from WT and NDI1 mice were seeded in 12-well plates as described above. BMDMs were pretreated with or without 500 nM piericidin A for 30 min before addition of 100 ng ml^–1^ ultrapure LPS for 4 h. Samples were lysed with RLT Plus buffer (Qiagen, catalog no. 74134) with β-mercaptoethanol (1%) and homogenized with QIAshredder Spin Columns (Qiagen, catalog no. 79654). RNA was extracted using the RNeasy Plus Mini Kit (Qiagen, catalog no. 74134), according to the manufacturer’s protocol plus on-column DNase treatment using the RNase-Free DNase Set (Qiagen, catalog no. 79254). RNA was quantified and quality control performed using the Agilent 4200 TapeStation RNA ScreenTape. mRNA libraries were prepared using NEBNext Ultra Kit with polyA selection (New England BioLabs). Sequencing of libraries was performed using a Next-Seq 500 High output for 75 cycles (Illumina). Raw BCL read files were demultiplexed and FASTQ files were generated using bcl2fastq and trimmed using Trimmomatic^60^. The reads were then aligned to the mouse mm10 reference genome using STAR to generate BAM files^61^. HTSeq was used to count reads in the exons of genes^62^. Likelihood ratio tests for all samples and all detected transcripts and pairwise differential gene expression analyses were carried out using the R package DESeq2 (ref. ^63^).

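A test of any difference among the 8 groups, made on all 40 libraries as in the likelihood ratio tests named here, called 8833 of the 11853 tested genes with edgeR's quasi-likelihood test and 9066 with DESeq2's likelihood ratio test. The Reporting Summary names edgeR as well as DESeq2 for the RNA-seq data, and both were run on the same genes. DESeq2's Wald test called 2196 genes changed by piericidin A in LPS-treated WT BMDMs (1005 higher and 1191 lower) and 0 in LPS-treated NDI1 BMDMs. It called 7510 genes changed by LPS in WT and 7515 in NDI1, and 0 differing between the genotypes either untreated or with LPS. The difference between genotypes in the effect of piericidin A under LPS passed the threshold in 225 genes with DESeq2.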

### LPS induction of IL-1β protein in mice

Crude O5:B55 LPS (Sigma, catalog no. L2880) was prepared at 5 mg ml^–1^ in PBS. Littermate mice (WT, QPC-KO, QPC-KO/AOX and NDI1) were administered at 100 mg kg^–1^ or 50 mg kg^–1^ LPS, as specified in figure legends, via the intraperitoneal (i.p.) route for 2 h. For cyclocreatine treatments, cyclocreatine was made freshly before each experiment at 10 mg ml^–1^ in PBS and brought to a pH of 7.4. To avoid oxidation of cyclocreatine powder, we limited repeated freeze–thaws and exposure of individual vials to air. Cyclocreatine in the drinking water was prepared at 1% weight/volume and administered overnight ad libitum. Cyclocreatine solution or PBS vehicle was administered i.p. to C57Bl/6J mice at 400 mg kg^–1^ for 2 h before administration of 50 mg kg^–1^ crude LPS for 2 h. Whole blood samples were harvested via retro-orbital bleed before euthanasia in a CO_2_ chamber. Samples were allowed to clot and then centrifuged at 14,000*g* for 15 min and serum was collected. IL-1β concentration in serum was measured using the IL-1β Quantikine ELISA kit (R&D Systems, catalog no. MLB00C) as per the manufacturer’s instructions.

### Cell death assay using LDH release

BMDMs were plated at 0.15 × 10^6^ in a 96-well plate and allowed to adhere overnight. Cells were primed with LPS (100 ng ml^–1^) and the NLRP3 inflammasome activated with Nigericin (20 μM) or CL097 (70 μM) for the times indicated with or without the caspase-1 inhibitor VX-765 (20 μg ml^–1^). Plates were spun down at 500*g* for 1 min and cell culture supernatant was transferred to a fresh plate. Assay was performed on supernatant according to manufacturer’s instruction using the Cytotoxicity Detection Kit (LDH) (Sigma, catalog no. 11644793001).

### CKB knockdown using lipid nanoparticles/short interfering RNA complex

Lipid nanoparticles (LNPs) for in vitro creatine kinase b (CKB) knockdown in macrophages were synthesized through rehydration of a thin film of lipid mixture containing 1,2-dioleoyl-3-trimethylammonium-propane, cholesterol and 1,2-distearoyl-sn-glycero-3-phosphoethanolamine-N-[methoxy(polyethylene glycol)-2000] (Avanti Polar Lipids), followed by sonication. Murine CKB siRNA (Sigma) was complexed with LNP in HEPES buffer for 20 min at room temperature. Macrophages were treated with LNP/short interfering RNA (siRNA) (CKB or scrambled negative control) complex in Opti-MEM at an siRNA concentration of 100 nmol l^–1^ for 6 h at 37 °C. The medium was then replaced with complete RPMI. Cells were cultured for additional 24 or 48 h. At 24 h after transduction, some wells were lifted and quantitative PCR (qPCR) was performed to assess knockdown efficacy. Inflammasome activation was performed as described 48 h after LNP/siRNA treatment. The following CKB siRNA sequences were used: (5′-3′): siRNA1 (forward 5′-GGCAUAUGGCACAAUGACA[dT][dT]-3′; reverse 5′-UGUCAUUGUGCCAUAUGCC[dT][dT]-3′); siRNA2 (forward 5′-GACUUUCCUGGUGUGGAUU[dT][dT]-3′; reverse 5′-AAUCCACACCAGGAAAGUC[dT][dT]-3′); siRNA3 (forward 5′-GAGUGAAACUACUCAUUGA[dT][dT]-3′; reverse 5′-UCAAUGAGUAGUUUCACUC[dT][dT]-3′).

The following primers were used to assess knockdown efficacy: CKB (forward 5′-AGTTCCCTGATCTGAGCAGC-3’; reverse 5′-GAATGGCGTCGTCCAAAGTAA-3′); Actin (forward 5′-TTGCTGACAGGATGCAGAAG-3′; reverse 5′-ACATCTGCTGGAAGGTGGAC-3′). Fold changes in gene expression relative to untreated control were calculated by the ΔΔC_t_ method using mouse actin as an endogenous control for mRNA expression.

### Membrane potential measurement

BMDMs were plated at 2 million cells per well in a 12-well plate and allowed to adhere overnight. Cells were primed for 4 h with LPS (100 ng ml^–1^) in the presence or absence of FCCP (10 μM), piericidin A (Pier) (100 nM), Oligomycin (50 nM) or Myxothiazol (100 nM). TMRE (Abcam, catalog no. ab113852) was added at a concentration of 200 nM for 30 min. Cells were washed with PBS and removed from the plate with Accutase (Fisher Scientific, catalog no. NC9839010) before resuspension in PBS supplemented with 10% NU-Serum IV (Fisher Scientific, catalog no. CB-55004). Data were obtained using a BD FACSymphony A5-Laser Anaylzer (BD Biosciences).

### Statistical analysis

Statistical analyses were performed in GraphPad Prism v.9 software using statistical tests indicated in the figure legends. Statistical analyses of metabolomics data were performed using Metaboanalyst^64^. Data are presented as mean ± s.e.m. with a minimum of *n* = 3 independent experiments, except Fig. 6b–g, which are presented as mean ± s.d. of four technical replicates. Specific number of replicates are indicated in figure legends. Experiments were neither randomized nor blinded. Statistical significance was determined by a two-tailed *t*-test, a one-sample *t*-test, an ANOVA followed by Tukey’s multiple comparison test or an ANOVA followed by Fisher’s LSD. Specific tests are indicated in figure legends. Statistical significance was defined as follows: *P* < 0.05. Data distribution was assumed to be normal, but this was not tested formally. No statistical methods were used to predetermine sample sizes, but our samples sizes are similar to those reported in previous publications^19,34,41^. Plated cells were allocated randomly to each treatment group; C57Bl/6 mice were assigned randomly to each treatment group. Data collection and analysis were not performed blind to the conditions of the experiments. Experiments were excluded from analysis if the controls did not work; data from successfully completed experiments were not excluded.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Research reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-022-01185-3.

## Supplementary information

Reporting Summary

Peer Review File

## Data Availability

RNA-seq data have been deposited in GEO under the accession code GSE197606. Source data for ProteinSimple (Wes) and metabolomics are provided with this paper. All other data are present in the article and supplementary information files or can be obtained from the corresponding author upon reasonable request.

## Source data

Source Data Fig. 1 Metabolomics ion counts.
Source Data Fig. 2 Peak areas for ProteinSimple Wes.
Source Data Fig. 3 Peak areas for ProteinSimple Wes.
Source Data Fig. 4 Metabolomics ion counts.
Source Data Fig. 6 Peak areas for ProteinSimple Wes.
Source Data Fig. 7 Peak areas for ProteinSimple Wes.
Source Data Extended Data Fig. 1 Metabolomics ion counts.
Source Data Extended Data Fig. 2 Peak areas for ProteinSimple Wes.
Source Data Extended Data Fig. 3 Metabolomics ion counts.
Source Data Extended Data Fig. 4 Peak areas for ProteinSimple Wes.
Source Data Extended Data Fig. 6 Peak areas for ProteinSimple Wes.
Source Data Extended Data Fig. 8 Peak areas for ProteinSimple Wes.
Source Data Extended Data Fig. 9 Metabolomics ion counts.

## References

[1] Rathinam VAK, Fitzgerald KA (2016). Inflammasome complexes: emerging mechanisms and effector functions. Cell.

[2] Muñoz-Planillo R (2013). K^+^ efflux is the common trigger of NLRP3 inflammasome activation by bacterial toxins and particulate matter. Immunity.

[3] Groß CJ (2016). K^+^ efflux-independent NLRP3 inflammasome activation by small molecules targeting mitochondria. Immunity.

[4] Agostini L (2004). NALP3 forms an IL-1beta-processing inflammasome with increased activity in Muckle-Wells autoinflammatory disorder. Immunity.

[5] Sandall CF, Ziehr BK, MacDonald JA (2020). ATP-binding and hydrolysis in inflammasome activation. Molecules.

[6] Broz P, Dixit VM (2016). Inflammasomes: mechanism of assembly, regulation and signalling. Nat. Rev. Immunol..

[7] Próchnicki T, Latz E (2017). Inflammasomes on the crossroads of innate immune recognition and metabolic control. Cell Metab..

[8] Pétrilli V, Dostert C, Muruve DA, Tschopp J (2007). The inflammasome: a danger sensing complex triggering innate immunity. Curr. Opin. Immunol..

[9] Zhou R, Yazdi AS, Menu P, Tschopp J (2011). A role for mitochondria in NLRP3 inflammasome activation. Nature.

[10] Nakahira K (2011). Autophagy proteins regulate innate immune responses by inhibiting the release of mitochondrial DNA mediated by the NALP3 inflammasome. Nat. Immunol..

[11] Holley CL, Schroder K (2020). The rOX-stars of inflammation: links between the inflammasome and mitochondrial meltdown. Clin. Transl. Immunol..

[12] Neuwirt E (2021). NLRP3 as a sensor of metabolism gone awry. Curr. Opin. Biotechnol..

[13] Seim GL (2019). Two-stage metabolic remodelling in macrophages in response to lipopolysaccharide and interferon-γ stimulation. Nat. Metab..

[14] Lauterbach MA (2019). Toll-like receptor signaling rewires macrophage metabolism and promotes histone acetylation via ATP-citrate lyase. Immunity.

[15] Medzhitov R, Horng T (2009). Transcriptional control of the inflammatory response. Nat. Rev. Immunol..

[16] Abhishek KJ (2015). Network integration of parallel metabolic and transcriptional data reveals metabolic modules that regulate macrophage polarization. Immunity.

[17] Cordes T (2016). Immunoresponsive Gene 1 and Itaconate Inhibit Succinate Dehydrogenase to Modulate Intracellular Succinate Levels. J. Biol. Chem..

[18] Vicky L (2016). Itaconate links inhibition of succinate dehydrogenase with macrophage metabolic remodeling and regulation of inflammation. Cell Metab..

[19] Mills EL (2016). Succinate dehydrogenase supports metabolic repurposing of mitochondria to drive inflammatory macrophages. Cell.

[20] Boucher D (2018). Caspase-1 self-cleavage is an intrinsic mechanism to terminate inflammasome activity. J. Exp. Med..

[21] Robb EL (2018). Control of mitochondrial superoxide production by reverse electron transport at complex I. J. Biol. Chem..

[22] Kelly B, Tannahill GM, Murphy MP, O’Neill LAJ (2015). Metformin inhibits the production of reactive oxygen species from NADH:ubiquinone oxidoreductase to limit induction of interleukin-1β (IL-1β) and boosts interleukin-10 (IL-10) in lipopolysaccharide (LPS)-activated macrophages. J. Biol. Chem..

[23] Seo BB (1998). Molecular remedy of complex I defects: rotenone-insensitive internal NADH-quinone oxidoreductase of *Saccharomyces cerevisiae* mitochondria restores the NADH oxidase activity of complex I-deficient mammalian cells. Proc. Natl Acad. Sci. USA.

[24] Scialò F (2016). Mitochondrial ROS produced via reverse electron transport extend animal lifespan. Cell Metab..

[25] Wheaton WW (2014). Metformin inhibits mitochondrial complex I of cancer cells to reduce tumorigenesis. eLife.

[26] McElroy GS (2020). NAD+ regeneration rescues lifespan, but not ataxia, in a mouse model of brain mitochondrial complex I dysfunction. Cell Metab..

[27] Sommer N (2020). Bypassing mitochondrial complex III using alternative oxidase inhibits acute pulmonary oxygen sensing. Sci. Adv..

[28] Szibor M (2017). Broad AOX expression in a genetically tractable mouse model does not disturb normal physiology. Dis. Model. Mech..

[29] El-Khoury R (2013). Alternative oxidase expression in the mouse enables bypassing cytochrome c oxidase blockade and limits mitochondrial ROS overproduction. PLoS Genet..

[30] Scialo F, Sanz A (2021). Coenzyme Q redox signalling and longevity. Free Radic. Biol. Med..

[31] Szibor M (2020). Bioenergetic consequences from xenotopic expression of a tunicate AOX in mouse mitochondria: switch from RET and ROS to FET. Biochim. Biophys. Acta, Bioenerg..

[32] Martínez-Reyes I (2020). Mitochondrial ubiquinol oxidation is necessary for tumour growth. Nature.

[33] Dhandapani PK (2019). Hyperoxia but not AOX expression mitigates pathological cardiac remodeling in a mouse model of inflammatory cardiomyopathy. Sci. Rep..

[34] Weinberg SE (2019). Mitochondrial complex III is essential for suppressive function of regulatory T cells. Nature.

[35] Murphy MP (2009). How mitochondria produce reactive oxygen species. Biochem. J..

[36] Kazak L, Cohen P (2020). Creatine metabolism: energy homeostasis, immunity and cancer biology. Nat. Rev. Endocrinol..

[37] Bessman SP, Carpenter CL (1985). The creatine-creatine phosphate energy shuttle. Annu. Rev. Biochem..

[38] Kurmi K (2018). Tyrosine phosphorylation of mitochondrial creatine kinase 1 enhances a druggable tumor energy shuttle pathway. Cell Metab..

[39] Annesley TM, Walker JB (1977). Cyclocreatine phosphate as a substitute for creatine phosphate in vertebrate tissues. Energistic considerations. Biochem. Biophys. Res. Commun..

[40] Duncan JA (2007). Cryopyrin/NALP3 binds ATP/dATP, is an ATPase, and requires ATP binding to mediate inflammatory signaling. Proc. Natl Acad. Sci. USA.

[41] Coll RC (2019). MCC950 directly targets the NLRP3 ATP-hydrolysis motif for inflammasome inhibition. Nat. Chem. Biol..

[42] O’Neill LAJ, Kishton RJ, Rathmell J (2016). A guide to immunometabolism for immunologists. Nat. Rev. Immunol..

[43] Fan J (2013). Glutamine-driven oxidative phosphorylation is a major ATP source in transformed mammalian cells in both normoxia and hypoxia. Mol. Syst. Biol..

[44] Muller FL, Liu Y, Van Remmen H (2004). Complex III releases superoxide to both sides of the inner mitochondrial membrane. J. Biol. Chem..

[45] Muller FL, Roberts AG, Bowman MK, Kramer DM (2003). Architecture of the Qo site of the cytochrome bc1 complex probed by superoxide production. Biochemistry.

[46] Sullivan LB (2015). Supporting aspartate biosynthesis is an essential function of respiration in proliferating cells. Cell.

[47] Goncalves RLS, Watson MA, Wong H-S, Orr AL, Brand MD (2020). The use of site-specific suppressors to measure the relative contributions of different mitochondrial sites to skeletal muscle superoxide and hydrogen peroxide production. Redox Biol..

[48] Orr AL (2015). Suppressors of superoxide production from mitochondrial complex III. Nat. Chem. Biol..

[49] Wong H-S, Dighe PA, Mezera V, Monternier P-A, Brand MD (2017). Production of superoxide and hydrogen peroxide from specific mitochondrial sites under different bioenergetic conditions. J. Biol. Chem..

[50] Kong H (2020). Metabolic determinants of cellular fitness dependent on mitochondrial reactive oxygen species. Sci. Adv..

[51] Reczek CR (2017). A CRISPR screen identifies a pathway required for paraquat-induced cell death. Nat. Chem. Biol..

[52] Chandel NS, Trzyna WC, McClintock DS, Schumacker PT (2000). Role of oxidants in NF-kappa B activation and TNF-alpha gene transcription induced by hypoxia and endotoxin. J. Immunol..

[53] West AP (2011). TLR signalling augments macrophage bactericidal activity through mitochondrial ROS. Nature.

[54] Soberanes S (2019). Metformin targets mitochondrial electron transport to reduce air-pollution-induced thrombosis. Cell Metab..

[55] Zhong Z (2018). New mitochondrial DNA synthesis enables NLRP3 inflammasome activation. Nature.

[56] West AP (2015). Mitochondrial DNA stress primes the antiviral innate immune response. Nature.

[57] Xian H (2021). Metformin inhibition of mitochondrial ATP and DNA synthesis abrogates NLRP3 inflammasome activation and pulmonary inflammation. Immunity.

[58] Jabaut J, Ather JL, Taracanova A, Poynter ME, Ckless K (2013). Mitochondria-targeted drugs enhance Nlrp3 inflammasome-dependent IL-1β secretion in association with alterations in cellular redox and energy status. Free Radic. Biol. Med..

[59] Niemi K (2011). Serum amyloid A activates the NLRP3 inflammasome via P2X7 receptor and a cathepsin B-sensitive pathway. J. Immunol..

[60] Bolger AM (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[61] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[62] Anders S (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[63] Huber W (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[64] Chong J (2018). MetaboAnalyst 4.0: towards more transparent and integrative metabolomics analysis. Nucleic Acids Res..

# Supplementary material for: Mitochondrial electron transport chain is necessary for NLRP3 inflammasome activation
**Source:** Nat Immunol. 2022 Apr 28;23(5):692–704. doi: 10.1038/s41590-022-01185-3
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Oxygen consumption data was collected using Wave 2.4 software. Flow cytometry data was collected using FACS DIVA 8.0.3 software. Metabolite data was collected using Xclibur 4.1 software. Immunoblot data were collected using a Wes by ProteinSimple using Compass for SW software 5.0.1. RTPCR data was collected using CFX Manager (version 3.1) by Bio-Rad. RNASeq data was collected using Illumina NextSeq 500 system Raw BCL read files were demultiplexed and converted to FASTQ files using bcl2fastq (Illumina) and trimmed using Trimmomatic (version 0.39). Fluorescence data from the H2O2 data and ATP assay and colorometric data from BCA and ELISA were collected using SpectraMax M2 (Molecular Devices) and SoftMax Pro (Version 6.4). For metabolomics, high-resolution HPLC–tandem mass spectrometry was performed on a Q-Exactive (ThermoFisher Scientific) in line with an electrospray source and an UltiMate 3000 (ThermoFisher Scientific) and data were collected using Xcalibur 4.1 software. |
| Data analysis   | GraphPad Prism 9.0 and MetaboAnalyst 4.0 were used for statistical tests. RNASeq data was analyzed using the R package edgeR6. Metabolite data was analyzed using Tracefinder 4.1 software. Immunoblot data were analyzed using Compass for SW software 5.0.1 (ProteinSimple). Flow cytometry data was analyzed using Flowjo 10.4.2. For RNASeq, reads were then aligned to the mouse mm10 reference genome using STAR to generate BAM files3, HTSeq was used to count reads in the exons of genes, and likelihood ratio tests for all samples and all detected transcripts and pairwise differential gene expression analyses were carried out using the R package DESeq2.                                                                                                                                                                                                                                                                                                                                                |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data from the manuscript are available from the corresponding author on request. Source data are provided with this paper. Rdata related to this paper is available on the GEO repository (accession number GSE197606)

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All experiments were performed using sample sizes based on standard protocols in the field. We made every effort to avoid excessive or needless use of animals. No statistical tests were used to predetermine sample sizes. We used sample sizes commonly used in literature in the field (Weinberg 2019, Mills 2016, Coll 2015). We used statistical analysis consistent with the sample size for each experiment and found sufficient statistical power with the sample sizes used in our study. |
| Data exclusions | Outliers were determined using the ROUT method, Q = 1%. Experiments were excluded from analysis if the controls did not work; data from successfully completed experiments were not excluded unless they were determined to be outliers.                                                                                                                                                                                                                                                            |
| Replication     | All experimental data were reliably reproduced in multiple independent experiments as indicated in the figure legends. For in vivo experiments, multiple mice were used in at least two independent cohorts to ensure reproducibility.                                                                                                                                                                                                                                                              |
| Randomization   | Transgenic mice were predetermined by mouse genotype and therefore could not be randomized. C57Bl/6J mice were randomly assigned to treatment and control groups. All mice were age-matched and littermates.                                                                                                                                                                                                                                                                                        |
| Blinding        | Investigators were not blinded. Blinding was not possible as predominately one person was responsible for performing each experiment and carrying out data analysis.                                                                                                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies used for immunoblot: anti-Vinculin (Cell Signaling, #13901, clone E1E9V; 1:500 dilution); anti -IL-1beta (R&D systems, #AF-401-NA; 1:200 dilution); anti-caspase-1 (p20)(Adipogen, AG-20B-0042-C100, clone Casper-1; 1:250 dilution); anti-ASC (Novus Biologics, NBP1-78977SS; 1:50 dilution); anti-NLRP3 (Novus Biologics, NBP2-03948SS, clone 25N10E9; 1:100 dilution) |
| Validation      | The antibodies used in this study were tested by the manufacturer                                                                                                                                                                                                                                                                                                                   |

## Validation

-anti-Vinculin (Cell Signaling, #13901, clone E1E9V). This antibody can be found in 85 citations. The manufacturer also provides antibody testing data: <https://www.cellsignal.com/products/primary-antibodies/vinculin-e1e9v-xp-rabbit-mab/13901>.

-anti-IL-1beta (R&D systems, #AF-401-NA). This antibody can be found in 150 citations. The manufacturer also provides antibody testing data: [https://www.rndsystems.com/products/mouse-il-1beta-il-1f2-antibody\\_af-401-na](https://www.rndsystems.com/products/mouse-il-1beta-il-1f2-antibody_af-401-na)

-anti-Caspase-1 (p2)(clone Casper-1, Adipogen; catalog number AG-20B-0042-C100). This antibody can be found in 28 citations. The manufacturer also provides antibody testing data: <https://adipogen.com/ag-20b-0042-anti-caspase-1-p20-mouse-mab-casper-1.html>

-anti-ASC (Novus Biologics, NBP1-78977SS). This antibody can be found in 26 publications. The manufacturer also provides antibody testing data: [https://www.novusbio.com/products/asc-tms1-antibody\\_nbp1-78977#supportresearch](https://www.novusbio.com/products/asc-tms1-antibody_nbp1-78977#supportresearch)

-anti-NLRP3 (Novus Biologics, NBP2-03948SS, clone 25N10E9). The antibody can be found in 1 publication. The manufacturer also provides antibody testing data ([https://www.novusbio.com/products/nlrp3-nalp3-antibody-25n10e9\\_nbp2-03948#protocols-faqs](https://www.novusbio.com/products/nlrp3-nalp3-antibody-25n10e9_nbp2-03948#protocols-faqs))

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

Both male and female C57Bl/6J mice were used. Mice were 8-14 weeks old. Rosa26NDI1-lsl/wt and Rosa26AOX-lsl/wt mice were mixed C57Bl/6 J/N. Rosa26NDI1-lsl/wt mice were genotyped using the following primers: Rosa26 Fwd 5' – GAGTTCTCTGCTGCCTCTG; Rosa26 Rev 5' – CCGACAAAACCGAAAATCTG; and WPRE B Fwd 5' – GACGAGTCGGATCTCCCTTT. Rosa26AOX-lsl/wt mice were genotyped using the following primers: AOX lsl Fwd 5'-GCGATGCAAGATGGAGGGTA-3'; AOX lsl Rev 5'-TGAATCCAACCGTGGTCTCG-3'; Rosa26 Fwd 5'-GACCTCCATCGCGCACTCCG-3; and Rosa26 Rev 5'-CTCCGAGCGGCATCACAAGC-3. VAV-iCre mice were genotyped using the following primers: Fwd 5'-AGATGCCAGGACATCAGGAACCTG-3' and Rev 5'-ATCAGCCACACCGAGACAGAGATC-3'. QPC floxed and wildtype alleles were genotyped using the following primers: QPC Fwd 5'-CTTCCGCTCTCCCGAAGT; QPC Rev 5'- TTCCCAAACCTCGCGGCCATG. LysM mice were genotyped using the following primers: LysM-Cre 5'- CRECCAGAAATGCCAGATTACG; LysM-Pro 5'- GCATTGCAGACTAGCTAAAGGCAG; LysM ex-1 5'- GTCCGCCAGGCGGACTCCATAG

## Wild animals

This study did not involve wild animals

## Field-collected samples

This study did not involve samples collected from the field.

## Ethics oversight

All mouse work was done in accordance with Northwestern University Institutional Animal Care and Use Committee (IACUC).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

Sample preparation is described in detail in the methods section of the manuscript.

BMDMs were plated at 2 million cells/well in a 12-well plate and allowed to adhere overnight. TMRE was added at a concentration of 200nM for 30 minutes. Cells were washed with PBS and removed from the plate with Accutase before resuspension in PBS supplemented with 10% NU-Serum IV.

## Instrument

BD FACSymphony A5-Laser Analyzer

## Software

BD FASC Diva was used for collection of the data. All data was analyzed using FlowJo software.

## Cell population abundance

Cells were not sorted

## Gating strategy

Example gating strategy is provided in Ext Fig 6. FSC-A vs SSC-A was used to determine cell populations from debris. From this population, FSC-A vs FSC-H was used to determine single cells. Geometric mean of TMRE was used to determine relative MFI of treated samples compared to untreated samples.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

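Gene expression was measured by RNA-seq in BMDMs of 5 WT and 5 NDI1 mice, each untreated, treated with LPS, treated with piericidin A, or treated with both, which gives 40 libraries in 8 groups. Each library was assigned to its genotype, treatment and mouse from its label before the data were examined. Apart from those marked as chosen after a result was seen, the processing alternatives and tests were also fixed before the data were examined. So was the rule for the genes named in the text.

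The authors deposited a table of counts of reads per gene without normalization. To make it, the authors trimmed the reads with Trimmomatic, aligned them to mm10 with STAR and counted the reads in exons with HTSeq. The annotation release and the use of strand in the counting are not named in the text, so genes that overlap another annotated gene are reported as less certain. Counting reads that map to one place only can also leave out reads of genes with near-identical copies. The table lists 43430 genes by Ensembl identifier, and 42462 of these matched a symbol while 968 did not. The table has 40 columns for the libraries, and a further column of counts for reads left unassigned to a library (undetermined) was used only in the closing section. Coordinates are those of the deposited table.

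The totals per library lay between 6950748 and 13552070 counts, with a median of 10361773.5. A gene at the floor of 3 counts cannot be told apart from absence in a library, and such floors cover counting error only. Reads without molecular identifiers are not independent molecules.

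Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 8 groups, which left 11853 genes. TMM normalization factors were used, dispersions were estimated over all 40 libraries, and a model with one mean per group was fitted with glmQLFit. Each comparison was a contrast tested with glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method over the 11853 genes, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The comparisons were NDI1 against WT under each treatment, the effect of LPS and of piericidin A in each genotype, the differences of these effects between genotypes, and the change of the LPS effect by piericidin A in each genotype. CPM values are normalized by TMM. Values on the log2 CPM scale used a prior count of 2.

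The 4 libraries of one mouse were paired by the number that their labels share. The Methods name no block, so the main results have none, and comparisons within mice were also fitted with the mouse as a block. Libraries of the same mouse had a mean correlation of 0.453 in their deviations from the group means, between 0.0995 and 0.769 over 60 pairs, against −0.107 over 240 pairs of different mice. The negative value follows from the positive one and the centring on group means. Replicates were compared in 80 pairs, with a chi-square per degree of freedom between 9.35 and 77.3 and a Pearson correlation of log2 CPM between 0.935 and 0.990.

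The share of variance between groups was the between-group sum of squares over the total, summed over the tested genes, with exact permutation tests over all assignments of the 10 mice to the genotypes or over the 32 or 1024 swaps of treatment within 5 or 10 mice. The response score of a mouse and the mean log2 differences of gene lists were compared between genotypes by the two-sided exact permutation test over all assignments. The gene lists (integrated stress response, interferon-stimulated, glycolysis and mitochondrially encoded genes) were written before the data were examined and adjusted together by the Benjamini-Hochberg method.

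The genes named in the text are those that the paper names, sex-linked and strain markers, and the genes given by a rule. For the effect of piericidin A in LPS-treated WT and for its difference between genotypes, the rule takes the 5 largest rises and the 5 largest falls among genes with an adjusted p-value under 0.05, a mean log2 CPM of at least 1 and the same direction in every WT mouse. For NDI1 against WT, untreated or with LPS, it takes the 3 largest rises and falls among genes with an adjusted p-value under 0.05 and no overlap between the genotypes, and no gene met it. Genes named outside these rules are marked as chosen after their values were seen.

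The tests were tested on simulated data before use, with counts drawn for 11853 genes from the means and totals of the libraries and 200 genes changed by a known amount. At a log2 fold change of 1, NDI1 against WT without treatment recovered 75.5% of the changed genes. Piericidin A in LPS-treated WT recovered 70%, and the same comparison with the block 64%. At a log2 fold change of 2, these shares were 91%, 90% and 92.5%. Each gene was drawn at its mean over all 40 libraries, and no deviation was shared by the libraries of a mouse. The simulation therefore cannot show what the block gains or costs in the real libraries. Recovery may also differ for genes that are low in the groups compared.

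The alternatives were DESeq2 1.42.0 with its size factors in place of edgeR, RLE in place of TMM factors, no filter on low counts or at least 10 counts in every library, an added threshold of 1 on the absolute log2 fold change, only the libraries of the groups compared, the mouse as a block, a covariate for sex, a prior count of 0.5, the 500 most variable genes, DESeq2's variance-stabilized counts, the median in place of the mean over gene lists, and leaving out each mouse in turn. The variance-stabilized counts were also cut to the 500 most variable genes. No quantitative RNA-seq result is printed in the paper's text, so no value of the paper was set beside the values here.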

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

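The tests of library depth, sex and exchanged libraries for the response to piericidin A, and the tests of marker genes and sex for the mice that stood apart, were chosen only after the result was seen.

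The effect of piericidin A differed between NDI1 and WT BMDMs by a test of the difference itself in 116 genes under LPS (19 with a higher and 97 with a lower log2 fold change in NDI1) and in 150 genes without LPS (20 and 130). With the mouse as a block (mean r of same-mouse deviations, 0.453), the counts were 1127 (557 and 570) and 1062 (452 and 610), so the uneven split of the smaller counts does not hold there. The response score under LPS, the mean log2 CPM difference over genes that piericidin A changed in WT, was higher in WT by 0.694 (two-sided exact permutation test, p = 0.00794), and each of the 5 WT mice lay above each of the 5 NDI1 mice. For both counts, 1 of the 100 splits of the 10 mice drawn, the real one, gave as many genes. The other 99 splits called 0 genes, with between 89 and 1162 genes under LPS and between 24 and 813 without LPS at an unadjusted p-value under 0.05. After every library was thinned to the smallest total of 6950748 counts, 91 genes still differed under LPS. Among mice that express Xist, the lowest WT score was above the highest NDI1 score by 0.174, and among mice that express Y-linked genes by 0.553, so sex does not account for the difference. With the trend of each mouse on gene length removed, the difference in score was 0.692. This trend held between 0.0957% and 6.06% of the variance of a mouse's differences, so its removal could change little. Over the 640 genes common to the 5 WT lists, a setting chosen after seeing the data, the difference was 0.916 (exact permutation test, p = 0.00794). In 0 libraries did sex-linked expression differ from that of the mouse the library is labelled with, a check that cannot see libraries exchanged between mice of the same sex or between treatments of one mouse. On the third principal component, the 10 WT libraries with piericidin A lay at 11.6 or above and the 20 NDI1 libraries at 6.27 or below. The number of libraries out of place on it was 0, so no single library lay with the other group. This test was chosen after the separation was seen and restates it, so it cannot decide whether exchanged libraries contributed. An exchange of all the genotype labels would not be seen in these tests. It is a hypothesis that the transcriptional response to piericidin A may depend on the loss of NADH oxidation by complex I, which NDI1 replaces.

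Genes of the integrated stress response, the programme that cells switch on through the transcription factor ATF4 under amino acid, mitochondrial or other stress, rose with piericidin A under LPS in WT and hardly in NDI1. The mean log2 difference over the 21 tested genes of the list was 0.578 ± 0.202 (SD, n = 5 mice) in WT and 0.0256 ± 0.0452 (SD, n = 5) in NDI1, higher with piericidin A in 5 of 5 WT mice and in 3 of 5 NDI1 mice. The difference of 0.553 had an exact permutation p of 0.00794, or 0.0317 after adjustment over the 4 lists tested. Interferon-stimulated genes (22 tested) moved the other way, with −0.185 ± 0.115 in WT and 0.0191 ± 0.0459 in NDI1. They were higher with piericidin A in 0 of 5 WT mice and in 3 of 5 NDI1 mice, and the difference of −0.204 had an exact permutation p of 0.0159, adjusted 0.0317. With the trend on gene length removed, the differences were 0.547 and −0.221. The length trend held at most 6.06% of the variance of any mouse's differences, so these values say little on gene length. Of 10000 random lists matched on mean expression, 0% had as large a difference as the integrated stress response genes, and 1.23% had as low a difference as the interferon-stimulated genes. These shares argue against a change shared by genes of similar expression, less firmly for the interferon-stimulated genes. Such random lists leave out the correlation among genes regulated together. An exchange of all the genotype labels would not be seen here either. The gene of interferon beta itself, Ifnb1, which was chosen after its values were seen, moved against the list of interferon-stimulated genes. It rose with piericidin A under LPS in WT from 1.84 ± 1.03 to 56.5 ± 47.0 CPM (SD, n = 5; log2 fold change 4.94, standard error 0.61, edgeR adjusted p = 6.2e-06) and was higher in 5 of 5 mice. In NDI1, Ifnb1 was 1.53 ± 0.915 and 1.58 ± 0.922 CPM, and the effect differed between genotypes by −4.87 (standard error 0.92, edgeR adjusted p = 0.0079). The lower values of the list at 4 h therefore do not extend to all genes of the interferon response. It is a hypothesis that complex I inhibition in LPS-treated macrophages may raise the integrated stress response.

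In 6 of the 58 groups of 5 values examined, one mouse stood far from the other 4 by Dixon's test, where chance gives about 2.9. All 6 were scores on the second principal component. The NDI1 mouse numbered 503 had scores of 28.1 untreated, 28.7 with LPS, 30.6 with piericidin A and 28.6 with both, and the other NDI1 mice had scores between −23.1 and −5.47. The WT mouse numbered 496 had scores of 35.3 untreated and 72.8 with LPS and piericidin A. The highest other WT scores there were −2.18 and 10.8. Mouse 496 was also the highest WT mouse with LPS (40.5, next −6.68) and with piericidin A (64.2, next 13.6), where Dixon's test did not single it out. Because the 4 libraries of mouse 503 agree, its position belongs to the culture or the mouse and not to a single library. The 4 libraries of mouse 496 lie above the other WT mice under each treatment, so its position does not rest on a single library either. Of the other mice, 1 WT mouse shared the sex-linked expression of mouse 496 and 3 NDI1 mice shared that of mouse 503, so sex alone does not set these mice apart. With all libraries thinned to the same total, the gap of mouse 503 to the nearest NDI1 mouse was 0.817 of the range (0.822 before thinning), so depth does not account for it. For mouse 496, this ratio was 0.7095 after and 0.705 before thinning, which is under the critical value in both cases, and the test cannot tell. Its mean total of 10259559 counts lay within the range of the other WT mice, from 9681213 to 11621988.5. The mean total of mouse 503, 9615170.25 counts, lay below those of the other NDI1 mice, from 10461732 to 11133871.

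A candidate explanation is RNA from other cells of the bone marrow. In mouse 496, the mean log2 CPM of 9 granulocyte precursor genes (Mpo, Elane, Camp and others) was 5.39, which is 3.31 above the highest other WT mouse, and that of 6 megakaryocyte genes (Itga2b, Pf4 and others) was 2.84 above it. In mouse 503, these genes were 2.62 and 2.22 above the highest other NDI1 mouse. These lists were written after the genes with the largest weights on the component had been seen, so these values cannot decide between the explanations. Lists for other cells were also higher in both mice, by 2.04 and 0.93 for fibroblast genes, 0.29 and 0.24 for T cell genes and 0.12 and 0.26 for macrophage genes, in the order mouse 496 and mouse 503. The higher values are therefore not confined to granulocyte precursors and megakaryocytes. No sequencing or culture batch is named, so a culture difference between these mice and the others was not tested. There is 1 such mouse in each genotype. The main counts of genes have no block, so they do not compare the libraries of a mouse with its own reference library.

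Piericidin A without LPS, whose effect on transcription the paper's text does not describe, changed 1759 genes in WT BMDMs (923 higher and 836 lower) and 0 in NDI1 BMDMs, with 58 genes in NDI1 at an unadjusted p-value under 0.05. Chance gives 593 at that threshold, so effects in NDI1 could have gone undetected. The balance of rises and falls in WT depends on the processing, with 869 higher and 942 lower under RLE normalization, 1010 and 1151 with DESeq2, and 271 and 110 with an absolute log2 fold change of at least 1. With the mouse as a block (mean r of same-mouse deviations, 0.453), the counts were 4049 and 0, with 284 in NDI1 at an unadjusted p-value under 0.05. Of the 16 ways of exchanging treatments within the WT mice, 1, the real one, gave as many as 1759 genes, a share that cannot fall under 0.05 with 5 mice. In WT, 533 genes were changed both with and without LPS, and 492 of these moved in the same direction. The hypothesis that these changes may need inhibited complex I rests on the 150 genes given above for the difference between genotypes.

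The deposited table also holds a column of reads that were not assigned to any library, with 29104648 counts or 6.51% of all counts in the table. Its log2 counts had a Pearson correlation of 0.926 across genes with the mean of the 40 libraries. Because its reads cannot be given to a group, it entered no comparison, and no biological explanation was tested.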

How the results depend on the processing

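Of the results given above, 6 counts of 0 stayed at 0 under all 17 alternatives run for each. These are the genes differing between NDI1 and WT untreated and with LPS (39 and 141 at an unadjusted p-value under 0.05 in the main setting), those changed by piericidin A in NDI1 without and with LPS (58 and 127), those whose LPS effect differed between genotypes (63) and those whose LPS effect was altered by piericidin A in NDI1 (78). All 6 unadjusted counts fall short of the 593 expected by chance, so a stable count of 0 does not exclude smaller effects. The difference in response score kept its sign and passed the test under all 15 alternatives, from 0.507 to 1.14. Of these, the score over the 640 genes common to the 5 WT lists (0.916) was chosen after seeing the data. The integrated stress response difference (from 0.392 to 0.626) and the interferon-stimulated difference (from −0.248 to −0.178) did so under all 13. The share of variance between genotypes stayed between 2.52% and 8.44% untreated (exact permutation p from 0.873 to 1) and between 3.52% and 9.83% with LPS (0.762 to 1). The glycolysis difference passed the test under none of its 13 alternatives.

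Other results moved, and the cause was not tested. With the mouse as a replicate block, in place of no block, genes changed by piericidin A in WT rose to 4049 without and 4090 with LPS. Genes with a piericidin A effect differing between genotypes rose to 1062 without and 1127 with LPS, and genes whose LPS effect was altered by piericidin A in WT to 2066. The block also moved the split of the 116 genes (19 higher and 97 lower) to 557 higher and 570 lower, and that of the 150 genes (20 and 130) to 452 and 610. DESeq2 gave 225 genes with and 285 without LPS for the difference between genotypes. No filter beyond 1 count gave 72 under LPS. With only the libraries of the groups compared, genes differing between genotypes numbered 477 with piericidin A and 398 with LPS and piericidin A (92 higher and 306 lower), those changed by piericidin A in LPS-treated WT 891 (605 higher and 286 lower), those with a differing effect 49, and those with an altered LPS effect 354. With an absolute log2 fold change of at least 1 required as well, the counts were 266 and 355 between genotypes (against 924 and 1421), 3842 and 3826 for LPS in WT and NDI1, 381 and 439 for piericidin A in WT without and with LPS, and 308 (against 563) for the altered LPS effect, and the slope was 0.0695. Of the 355 genes, 59 were higher and 296 lower, of the 439 genes, 339 were higher and 100 lower, and of the 381 genes, 271 were higher and 110 lower. For piericidin A in WT without LPS, RLE normalization gave 869 higher and 942 lower and DESeq2 1010 and 1151, against 923 and 836.

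The first component held 87.7% and the second 4.16% with the 500 most variable genes, 65.2% with a prior count of 0.5 (first), and 76.9% and 5.52% with at least 10 counts in every library. With the 500 most variable genes of DESeq2's variance-stabilized counts, they held 91.4% and 2.61%. The share of variance due to piericidin A in LPS-treated WT was 18.8%, 20.9% and 32.1% under the first 3 of these. In NDI1 it was 3.55% with the 500 most variable genes of log2 CPM. It was 2.10% with the 500 of the variance-stabilized counts (exact permutation p = 0.063, the smallest possible, against 0.188 in the main setting). The slope was 0.111 with at least 10 counts in every library.

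Across the 10 fits that each left out 1 mouse, the first component held from 67.6% to 73.4%, the second from 4.80% to 8.27%, and piericidin A accounted for 20.9% to 27.4% in WT and 5.91% to 9.52% in NDI1. The slope went from 0.0551 to 0.0971. The mitochondrially encoded gene difference went from −0.393 to −0.233 and passed the test in 1 fit. Genes differing between genotypes went from 587 to 1115 with piericidin A and from 746 to 1792 with both treatments. Piericidin A changed from 788 to 1800 genes in WT without LPS and from 841 to 2023 with it. Its effect differed between genotypes in 63 to 200 genes without LPS and 27 to 255 with it, and it altered the LPS effect in WT in 163 to 596.

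Of 868 values for single named genes under alternatives, 783 kept their direction and side of the threshold, 64 no longer passed it, 18 newly passed it and 3 reversed. The reversed values were near 0, with Uqcrq at −0.060 and Nqo2 at −0.0092 without mouse 453, and Nqo2 at −0.0071 without mouse 520. Over the fits that left out 1 mouse, Uqcrq went from −0.060 to 0.17 and Nqo2 from −0.0092 to 0.087. The median log2 fold change over all tested genes stayed between −0.031 and 0.020 under TMM and RLE normalization. On simulated counts, 75.5% of changes with a log2 fold change of 1 between the genotypes were recovered untreated. That share may not carry over to the real counts. Small differences can go undetected with these libraries. Whether depth, the number of mice or their variation limits this was not tested. Thinned to the smallest total, LPS-treated WT gave 1773 genes changed by piericidin A against 1983.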

Other observations

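The tests of sample splits, of the direction against LPS and of random lists were set before their results were seen, and the sign test on the NDI1 scores was chosen only after the result was seen.

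Other splits of the mice bear on the similarity of the genotypes. All 100 splits drawn of the 10 mice gave at least as many as the 0 genes that differed between NDI1 and WT BMDMs untreated (39 at an unadjusted p-value under 0.05) and with LPS (141), and all 100 did so for the difference in LPS effect (63). Any split gives at least 0 genes, so these shares decide nothing. At an unadjusted p-value under 0.05, 94 of the 100 splits gave at least as many genes as genotype did untreated, and 90 of the 100 with LPS, and 82 of the 100 for the LPS effect. The other splits gave a median of 205 genes untreated and 369 with LPS, and up to 75 and 291 genes passed the adjusted threshold in one of them. By this count, most arbitrary divisions of these mice parted the transcriptomes at least as much as genotype did. Mice 496 and 503, which stood apart on the second component, are in different genotypes. The real split balances them and other splits need not, which could raise the counts in those splits. With piericidin A, 1 of the 100 splits, the real one, gave as many as 924 genes between genotypes without LPS, and 1 of the 100 gave as many as 1421 with LPS. The largest counts in other splits were 477 and 887. For any difference among the 8 groups, 1 of 100 random arrangements, the real one, gave as many as 8833 genes. For exchanges of treatment within mice, 1 of 16 gave as many genes as the real arrangement for LPS in WT and in NDI1, for piericidin A in LPS-treated WT and for the altered LPS effect in WT. All 16 of 16 did so for the counts of 0 with piericidin A in NDI1 without LPS, with LPS and for the altered LPS effect (58, 127 and 78 at an unadjusted p-value under 0.05). As any arrangement gives at least 0, this decides nothing. At an unadjusted p-value under 0.05, 2, 4 and 9 of the 16 arrangements gave at least these numbers of genes. With 5 mice, such a share cannot fall under 0.05.

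Piericidin A moved genes against the direction of LPS more often than with it. Of the 1983 genes it changed in LPS-treated WT BMDMs, LPS itself changed 1540 in WT, and 1226 of these moved the opposite way with piericidin A. Both effects share the WT libraries with LPS, whose noise would produce such an opposition. With the LPS direction taken from the NDI1 mice, which share no library with it, 1219 of 1550 genes (78.6%) still moved against LPS, so that shared noise does not account for it. Piericidin A may therefore weaken part of the LPS response in WT, a hypothesis that was formed on the same data.

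Whether a small response was left in NDI1 was not settled. The score over the genes changed in WT was positive in 5 of 5 NDI1 mice, with a mean of 0.0823, about which the sign-flip test cannot decide with 5 mice (exact permutation test, p = 0.063, the smallest possible). Of 10000 random gene lists matched on mean expression and signs, 0% reached this mean, and the highest was 0.0144, a comparison that leaves out the correlation among genes regulated together. Of the 1983 genes, 1513 had the same sign in NDI1 as in WT. An incomplete replacement of complex I by NDI1, or an effect of piericidin A apart from complex I, are hypotheses that such a response could fit equally, and neither was tested.

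The response to piericidin A varied between WT mice. The scores under LPS were 0.312, 0.536, 0.635, 1.19 and 1.21 in mice 452, 453, 449, 520 and 496, whereas the NDI1 mice lay between 0.0565 and 0.138. The WT scores come from lists of 841 to 2023 genes, each called without the mouse scored, and the mice with higher scores have the shorter lists, so these scores are not over the same genes. Over the 640 genes common to the 5 lists, a setting chosen after seeing the data, the scores were 0.546, 0.896, 0.935, 1.36 and 1.41 in the same order, and the NDI1 mice lay between 0.0638 and 0.193. Without LPS, the score was taken over all 1983 genes changed under LPS, called with every WT mouse included. The WT mice then lay between 0.153 and 0.403 and the NDI1 mice between 0.00135 and 0.0463. These values are over another gene set than the scores above, so their sizes cannot be compared. Each WT mouse lay above each NDI1 mouse there too.

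The paper reports from another experiment that piericidin A did not diminish the LPS induction of Il1b, Tnf or Il10 mRNA (Extended Data Fig. 4a–c). It also reports that intracellular pro-IL-1β, pro-caspase-1, NLRP3 and ASC protein did not decrease (Fig. 2e–h). By the paper's legends and Methods, the protein assays had less piericidin A and longer LPS priming than the RNA-seq (500 nM, 4 h). The pro-caspase-1 assay also had extracellular ATP. The mRNA values below and these proteins were therefore not measured under like conditions. In the RNA-seq libraries, piericidin A under LPS gave log2 fold changes in WT of 0.30 for Tnf (edgeR adjusted p = 0.708) and −0.12 for Il10 (edgeR adjusted p = 0.788). Il1b went from 1627 ± 687 to 874 ± 345 CPM (SD, n = 5), a log2 fold change of −0.90 (standard error 0.34, edgeR adjusted p = 0.0669). Il1b was lower in 5 of 5 WT mice, and with the mouse as a block (mean r of same-mouse deviations, 0.453) its adjusted p was 0.0069. Over its 16 alternatives, the adjusted p went from 0.0069 to 0.321. The log2 CPM difference was −1.80 and −2.04 in mice 496 and 520, but −0.40, −0.24 and −0.17 in mice 449, 452 and 453. Leaving out 1 mouse moved the log2 fold change to between −1.06 and −0.58. Il1b was also lower in 5 of 5 NDI1 mice, from 1723 ± 630 to 1420 ± 505 CPM, with log2 CPM differences between −0.45 and −0.09. The difference between genotypes did not pass the threshold (edgeR adjusted p = 0.618, and 0.285 with the block). The effect of LPS on Il1b in WT was altered by piericidin A by a log2 fold change of −2.33 (standard error 0.52, edgeR adjusted p = 0.0055, and 0.00028 with the block). This value combines the lower level with LPS and a rise without LPS, given below. In the table, Il1b also overlaps the gene Il1bos. Casp1 fell by 0.70 on the log2 scale in WT (standard error 0.19, edgeR adjusted p = 0.0091), from 448 ± 96.7 to 276 ± 85.7 CPM, and was lower in 5 of 5 mice. Its adjusted p went from 9.4e-05 to 0.0835 over its alternatives, and 3 of the 16 alternatives took it above 0.05. Il18 fell by 0.92 (standard error 0.22, edgeR adjusted p = 0.0039). Nlrp3 and Pycard, which encodes ASC, had log2 fold changes of −0.41 (edgeR adjusted p = 0.420) and −0.48 (edgeR adjusted p = 0.098). With the block, Pycard passed the threshold (edgeR adjusted p = 0.013). The difference between genotypes passed the threshold for Casp1 (adjusted p = 0.0137) and Il18 (adjusted p = 0.0104) in edgeR with the block but not without it (adjusted p = 0.213 and 0.232). Of the 23 tested genes that the paper names, 5 were changed by piericidin A in LPS-treated WT over all genes, 7 with adjustment over the list alone and 11 with the block. For the difference between genotypes, these numbers were 0, 0 and 4.

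Piericidin A without LPS raised Il1b and Tnf in WT. Il1b rose from 3.55 ± 0.431 to 9.61 ± 4.87 CPM (log2 fold change 1.43, standard error 0.39, edgeR adjusted p = 0.0114) and Tnf from 19.2 ± 12.0 to 95.2 ± 87.9 CPM (log2 fold change 2.30, standard error 0.51, edgeR adjusted p = 0.0021). Both remained far below their levels with LPS. In the fit without the block, 5 other inflammatory genes did not pass the threshold, with log2 fold changes of −0.77 for Il10 (edgeR adjusted p = 0.324), 1.30 for Il6 (0.460), 0.87 for Nlrp3 (0.0749, and 0.0209 with the block), −0.10 for Casp1 (0.758) and 0.20 for Il18 (0.620).

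Hspa1a, which was chosen after its values were seen, rose from 2.14 ± 1.06 to 87.9 ± 43.3 CPM with piericidin A in WT without LPS (log2 fold change 5.34, standard error 0.37, edgeR adjusted p = 1.2e-12). With LPS it was 9.02 ± 0.914 CPM without and 9.53 ± 3.74 with piericidin A, and the LPS effect was altered by piericidin A by −5.26 (standard error 0.48, edgeR adjusted p = 5.9e-09). Its near-identical neighbour Hspa1b, also chosen after its values were seen, rose by 4.39 without LPS. The counting could have split or lost reads shared by these paralogs, but both moved alike, and a change of Hspa1a alone cannot be claimed. In the table, Hspa1a also overlaps the gene Gm20481.

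Of the creatine kinases that the paper discusses, Ckmt2 had 0 counts in all 40 libraries and Ckb had between 721 and 2342 counts per library. In the table, Ckmt2 overlaps the gene 1700119I11Rik. The table also gives 0 counts to mt-Atp8 and mt-Nd4l and 1 to mt-Co2, so a count of 0 there cannot be read as absence of the mRNA. The paper's text places mitochondrial phosphocreatine production with CKMT2 (Extended Data Fig. 10a) and its conversion back to creatine in the cytosol with CKB. Ckmt1, the other mitochondrial creatine kinase gene, which was chosen after its values were seen, had between 0 and 1 counts per library and overlaps the gene Strc.

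The table lists mouse genes only, so expression of the NDI1 transgene was not measured, and the genotype of the libraries rests on their labels. The transcript of the locus into which the transgene was placed, Gt(ROSA)26Sor, had a log2 fold change of −0.61 between NDI1 and WT untreated (standard error 0.27, unadjusted p = 0.0288, adjusted p = 1 from edgeR), and it overlaps the gene Thumpd3.

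Of the 13 mitochondrially encoded protein genes, 7 passed the filter on low counts. Over all libraries, mt-Co1 had 807893 counts, whereas mt-Co2 had 1, mt-Co3 had 1 and mt-Atp6 had 3. The counts of these genes therefore do not measure their mRNA, and no biological explanation was tested. Over the 7 genes, the mean log2 difference with piericidin A under LPS was −0.331 ± 0.170 (SD, n = 5 mice) in WT, lower in 5 of 5 mice, and −0.0279 ± 0.259 (SD, n = 5) in NDI1, and the difference of −0.303 did not pass the test (exact permutation p = 0.0952, adjusted 0.127). Glycolysis genes, 16 tested, had a difference of 0.263 that did not pass it either (exact permutation p = 0.183, adjusted 0.183), higher with piericidin A in 3 of 5 WT and 1 of 5 NDI1 mice.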
